# *ngn-1*/neurogenin Activates Transcription of Multiple Terminal Selector Transcription Factors in the *Caenorhabditis elegans* Nervous System

**DOI:** 10.1534/g3.120.401126

**Published:** 2020-04-09

**Authors:** Elyse L. Christensen, Alexandra Beasley, Jessica Radchuk, Zachery E. Mielko, Elicia Preston, Sidney Stuckett, John I. Murray, Martin L. Hudson

**Keywords:** cell fate specification, basic-helix-loop-helix, RNAseq, comparative transcriptome, proneural

## Abstract

Proper nervous system development is required for an organism’s survival and function. Defects in neurogenesis have been linked to neurodevelopmental disorders such as schizophrenia and autism. Understanding the gene regulatory networks that orchestrate neural development, specifically cascades of proneural transcription factors, can better elucidate which genes are most important during early neurogenesis. Neurogenins are a family of deeply conserved factors shown to be both necessary and sufficient for the development of neural subtypes. However, the immediate downstream targets of neurogenin are not well characterized. The objective of this study was to further elucidate the role of *ngn-1*/neurogenin in nervous system development and to identify its downstream transcriptional targets, using the nematode *Caenorhabditis elegans* as a model for this work. We found that *ngn-1* is required for axon outgrowth, nerve ring architecture, and neuronal cell fate specification. We also showed that *ngn-1* may have roles in neuroblast migration and epithelial integrity during embryonic development. Using RNA sequencing and comparative transcriptome analysis, we identified eight transcription factors (*hlh-34*/NPAS1, *unc-42*/PROP1, *ceh-17*/PHOX2A, *lim-4*/LHX6, *fax-1*/NR2E3, *lin-11*/LHX1, *tlp-1*/ZNF503, and *nhr-23*/RORB) whose transcription is activated, either directly or indirectly, by *ngn-1*. Our results show that *ngn-1* has a role in transcribing known terminal regulators that establish and maintain cell fate of differentiated neural subtypes and confirms that *ngn-1* functions as a proneural transcription factor in *C. elegans* neurogenesis.

Defects during nervous system development are implicated in numerous neurological diseases that are polygenic in nature, such as autism spectrum disorder (ASD) and schizophrenia (Ho *et al.* 2008; Xiao *et al.* 2014; Happé *et al.* 2006; Stachowiak *et al.* 2013; Zhou *et al.* 2016). In addition, genome-wide association studies indicate that polymorphisms linked to ASD and schizophrenia often map to non-coding regions of the genome housing control elements for gene transcription (Freitag 2007; Ripke *et al*. 2011). These findings suggest that some neurodevelopmental disorders may manifest as the result of changes in gene regulation.

Some of the earliest acting regulators of neurogenesis are the neurogenin genes, which code for a family of basic-helix-loop-helix (bHLH) transcription factors (Yuan and Hassan 2014; Guillemot and Hassan 2017). These proteins form obligate heterodimers via interactions between their helix-loop-helix domains (Figure 1A). These heterodimers then bind to *cis*-regulatory regions of other genes via their “basic” domains, which contain multiple conserved basic amino acids that recognize the canonical E-box motif “CANNTG” (Figure 1B). This interaction either enhances or suppresses transcription of downstream target genes, although the identity of such targets is not well characterized (Massari and Murre 2000; Grove *et al.* 2009; Waterhouse *et al.* 2009).

**Figure 1:**
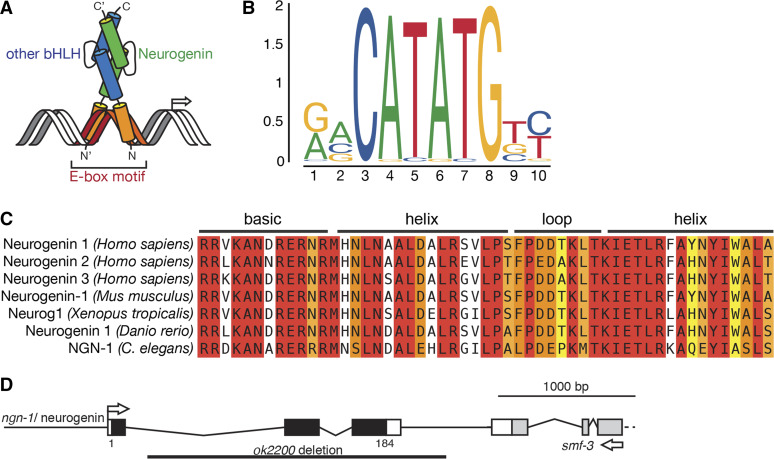
Overview of NGN-1/neurogenin structure, binding specificity, and sequence homology. (A) Schematic of NGN-1/neurogenin dimerization and DNA binding interactions. NGN-1 is a basic-helix-loop-helix (bHLH) transcription factor and is predicted to heterodimerize with another bHLH binding partner via its conserved helix-loop-helix domains (green and blue), while interacting with DNA via the basic domains (orange). (B) Illustration of the human neurogenin 1 preferential binding motif downloaded from the JASPAR database (http://jaspar.genereg.net/matrix/MA0623.2/). This conforms to a classic E-box “CANNTG” sequence. (C) Sequence homology of human, mouse, *Xenopus*, Zebrafish, and *C. elegans* NGN-1 neurogenins. Amino acids in red are 100% conserved while amino acids in orange and yellow are structurally similar. Alignment created using Jalview. (D) Diagram of the *ngn-1* locus showing the size and approximate breakpoints of the *ok2200* deletion allele. The 3′ end of adjacent gene *smf-3* is included for context and to demonstrate that the *ok2200* allele is unlikely to interfere with *smf-3* gene function. Figure 1A adapted from Roschger and Cabrele (2017). Figure 1B adapted from Fornes *et al.* (2020).

Mammals have three neurogenin genes with neurogenin 1 and 2 active during neurogenesis, and a third (neurogenin 3) required for the development of pancreatic tissue and insulin-secreting cells (Sommer *et al.* 1996; Ma *et al.* 1998; Ma *et al.* 1999; Gu *et al.* 2002; Seo *et al.* 2007). Neurogenin 1 promotes neural development but actively inhibits astrocyte differentiation (Sun *et al.* 2001). In addition, homozygous neurogenin 2 null mutant mice have developmental defects in the forebrain, dorsal root ganglia, and distal cranial ganglia (Fode *et al.* 1998; Hand and Polleux 2011). These animals also exhibit defective axon targeting in the corpus callosum, aberrant projections across the midline, and defasciculation of axon bundles. Finally, injection of mouse neurogenin mRNA into *Xenopus* embryos caused ectopic neurogenesis in ectodermal tissue (Ma *et al.* 1996). Taken together, these data suggest a critical role for neurogenins in the regulation of neurogenesis and suggests that neurogenins likely function near the top of a proneural fate specification cascade.

In humans, neurogenin 1 is associated with multiple neurodevelopmental disorders. Two single nucleotide polymorphisms associated with schizophrenia fall within the regulatory region of the neurogenin 1 locus (Fanous *et al.* 2007). In addition, a patient with congenital cranial dysinnervation disorder, a neurological condition characterized by facial paralysis including hearing loss and lack of facial expression, was found to have a homozygous deletion of the neurogenin 1 gene (Schröder *et al.* 2013). In another study, patients with homozygous mutations in neurogenin 3 were diagnosed with hypogonadotropic hypogonadism, a disorder characterized by improper function of the pituitary gland. (Germán-Díaz *et al.* 2017; Rubio-Cabezas *et al.* 2011; Rubio-Cabezas *et al.* 2016; Sayar *et al.* 2013).

The association of neurogenins with multiple human neurological disorders demonstrates the need for greater understanding of neurogenin function during nervous system development. Neurogenins are highly conserved across phyla (Figure 1C). The nematode *Caenorhabditis elegans* contains a single neurogenin ortholog, *ngn-1*, making this a useful model organism to further investigate this gene’s role in nervous system development. Forward genetic screens identified a role for *ngn-1* in defining the fate of the MI pharyngeal motorneuron (Nakano *et al.* 2010). Despite this, little is known about downstream regulatory targets of *ngn-1*. The aim of our study was to further characterize *ngn-1**’s* role in nervous system development by taking a candidate gene approach coupled with comparative transcriptomics and genetic validation. We found that *ngn-1* is required for embryonic development, has roles in establishing nerve ring architecture, and is required for AIY interneuron axon outgrowth and guidance. We also show that *ngn-1* activates transcription of almost 100 genes including eight downstream transcription factors (*hlh-34*/NPAS1, *unc-42*/PROP1, *ceh-17*/PHOX2A, *lim-4*/LHX6, *fax-1*/NR2E3, *lin-11*/LHX1, *tlp-1*/ZNF503, and *nhr-23*/RORB). *ngn-1* also has roles in transcriptional repression, suppressing the transcription of almost 500 target genes, although its role here may be indirect and via non-cell autonomous mechanisms. These data establish *ngn-1* as a key proneural gene in *C. elegans* nervous system development and demonstrate the value of comparative transcriptomics for identifying transcription factor down-stream targets.

## Materials and Methods

### Strains and maintenance

*C. elegans* strains were grown on nematode growth medium plates (NGM Lite) at 20° as described previously (Brenner 1974). N2 (Bristol) was used as the wild-type strain. The following alleles were used in the course of this study: LGI *dpy-5**(**e907**)* and *mab-20**(**bx24**)*, LGII *vab-1**(**dx31**)*, LGIII *cnd-1**(**ju29**)*, *cnd-1**(**gk718**)* and *unc-119**(**ed3**)*, LGIV *daf-18**(**ok480**)*, *ngn-1**(**ok2200**)* and *efn-4**(**bx80**)*, LGV *him-5**(**e1490**)*, LGX *sax-3**(**ky123**)* and *sdn-1**(**zh20**)*. Integrated transgenes used in the course of this study were *juIs76** [unc-25p*::*GFP + **lin-15**(+)]*, *mgIs18** [ttx-3p*::*RFP]*, *nIs394** [ngn-1*::*GFP + **lin-15**(+)]*, *otIs33** [**kal-1**p*::*GFP]*, *sIs14542** [hlh-34p*::*GFP + **dpy-5**(+)]*, and *ujIs113** [pie-1*::*mCherry*::*Histone H2B* + *nhr-2p*::*mCherry*::*HIS-24* + *unc-119**(+)]*. Extrachromosomal arrays used in this study were *leEx1829 [unc-42p*::*GFP* + *unc-119**(+)]*, *quEx99** [**sax-3**(minigene) + odr-1p*::*RFP]*, and *wwEx37** [ngn-1p*::*GFP + **unc-119**(+)]*. The chromosomal rearrangement *mIn1** [**mIs14* *dpy-10**(**e128**)]* II was used to balance a lethal construct. All mutants were outcrossed at least four times except *cnd-1**(**gk718**)* (2x), *vab-1**(**dx31**)* (1x), *daf-18**(**ok480**)* (2x), and *sax-3**(**ky123**)* (3x). Double and triple mutant strains bearing reporter genes were constructed using standard genetic techniques. See Table S1 for details of strains generated during the course of this study including strain numbers and extra-chromosomal array construction.

### Microscopy

Well-fed worms grown under normal conditions were used to characterize expression patterns. Images were captured using either a Zeiss LSM 700 confocal microscope with Zen Black imaging software, a Zeiss AxioImager Z2 fluorescent microscope with Zen Blue imaging software, or an Olympus BX61 fluorescence microscope with CellSenseDimension software. Adult worms were staged for imaging by transferring 10-20 L4 hermaphrodites to a new plate and imaging those worms 24 hr later. Worms were mounted on 2% agarose pads, anesthetized with 3.5 μl of 10 mg/ml sodium azide solution, and then immobilized under an 18 × 18mm cover slip. Images were analyzed using Fiji software (Rueden *et al.* 2017; Schindelin *et al.* 2012). For quantitative imaging of *leEx1829 [unc-42p*::*GFP* + *unc-119**(+)]* and *ngn-1**(**ok2200**)*; *leEx1829 [unc-42p*::*GFP* + *unc-119**(+)]* animals, the head regions of L1 larvae (collected within an hour of hatching) were captured as an image stack using a Zeiss LSM 700 confocal microscope at 40x magnification under identical settings, ensuring no detector saturation. Images were processed in Fiji using a Z-project - Sum Slices workflow, which rendered the summated stacks as 32-bit images. The head, from the nose tip to the posterior end of the pharynx was outlined using a segmented line and the region outside the line deleted using the Edit – Clear Outside function. Pixel values and counts were obtained using the Analyze - Histogram function (using the pixel value range) then processed in Microsoft Excel (sum [pixel value x pixel count]) and expressed as arbitrary fluorescence units.

### Lethality assays

L4 hermaphrodites were transferred to NGM Lite plates, one worm per plate. After 24 hr, each hermaphrodite was transferred to a new plate. 24 hr after the removal of the hermaphrodite, each plate was scored for dead embryos and live L1/L2 larvae. The plates were rescreened 48 hr later for live adults, and the number of adults was subtracted from the L1/L2 larval counts to determine larval lethality. Adults were transferred until they died or until no more viable embryos were observed. Dead embryo and larvae counts were compared to wild-type worms and statistical analysis was performed using Fisher’s exact test.

### Embryo laying assay

Healthy well-fed young adults were transferred to plates containing fresh OP50 *E. coli* and allowed to lay embryos for one hour. Embryos were promptly picked to agarose pads and imaged at 40x magnification on an Olympus BX61 microscope equipped with DIC optics. Developmental timing was determined by counting the nuclei visible on the uppermost surface. Embryos with greater than ∼30 nuclei visible were timed by counting nuclei along the anterior-posterior and left-right midlines, and multiplying the two values.

### 4-dimensional time-lapse microscopy of embryonic development

Two to four cell embryos were obtained by picking young adult hermaphrodites into a watch glass filled with M9 buffer then cutting each worm at the vulva using a number 10 blade scalpel. Embryos were transferred to a freshly made 2% agarose pad then sealed under a coverslip using a small drop of immersion oil at each corner.

High resolution differential interference contrast (DIC) z-stack images (1 µm steps, 27–30 slices) were collected using a 63x magnification oil immersion objective on a Zeiss AxioImager Z2 microscope equipped with motorized z-axis stage. Data stacks were captured every 2 min for 300 cycles using Zen Blue software and analyzed using Fiji. The following developmental time points were scored: Ea/Ep cell ingression, gastrulation cleft opening, gastrulation cleft closure, ventral enclosure, comma stage, and elongation. Scores for mutant strains were compared to wild-type worms and statistical analysis was performed using the student’s *t*-test.

### kal-1p::GFP cell lineage analysis

A *kal-1p*::*GFP* lineaging strain was constructed by crossing *otIs33** [kal-1p*::*GFP]* with a mCherry histone marker line, *ujIs113** [pie-1*::*mCherry*::*Histone H2B* + *nhr-2p*::*mCherry*::*HIS-24 + **unc-119**(+)]*. Embryo preparation and microscopy were performed according to previous studies (Richards *et al.* 2013). Briefly, early embryos up to the four-cell stage were mounted onto microscope slides using the bead method (Bao and Murray 2011). 4D time-lapse images with a scan field dimension of 712×512×67 pixels (0.087×0.087×0.504 μm) were taken every minute using an inverted Leica SP5 TCS Resonance-scanning confocal microscope. A custom stage insert (Brook Industries, LakeVilla, IL) maintained temperature control of the embryos during imaging. Automated cell lineage tracing was performed for 240 time points using StarryNite (Bao *et al.* 2006) and curation of the cell lineage was done using AceTree (Boyle *et al.* 2006).

### RNA extraction and sequencing

Wild-type and *ngn-1**(**ok2200**)* mutants and were grown in liquid culture in M9 buffer supplemented with 1 mg/ml cholesterol, and 5 mls of 50% OP50 *E. coli* slurry as described previously (Hudson *et al.* 2006). Embryos were isolated by pelleting worms and resuspending in 1.2% NaOCl in 0.5M NaOH until only embryos remained, then washed three times and resuspended in M9 buffer. 200-300 μl of embryos were added to a mortar containing liquid N_2_ and ground to a fine powder then total RNA extracted using RiboZol (RIBOSOL) according to the vendor’s protocol and the aqueous phase separated by centrifugation in MaXtract High Density tubes (QIAGEN, Germantown, MD). The aqueous phase was precipitated using an equal volume of 100% isopropanol plus 3 μl of 20 ng/ml glycogen, the RNA pellet washed once in isopropanol, once in 70% ethanol then resuspended in 50μl of diethylpyrocarbonate (DEPC) treated water. RNA concentration was estimated using a Thermo Scientific NanoDropTM Lite. Samples were then diluted to less than 10 ng/μl and analyzed on an Agilent 4200 Tapestation using High Sensitivity RNA ScreenTape. Only samples with an RNA integrity number (RIN) number of 8.9 or greater were sequenced. Four biological replicates of wild-type and *ngn-1**(**ok2200**)* embryonic total RNA were sent to the University of Kansas Genome Sequencing Core for sequencing via an Illumina NextSeq 550 system (high output, single read 150bp sequencing).

### RNA alignment and analysis of RNA sequencing data

RNA sequencing data analysis was performed using the Galaxy platform (Afgan *et al.* 2018). RNA-seq read quality was determined using FastQC ver.0.11.7. Read files were converted to sanger files and groomed for read quality using FASTQ Groomer ver.1.1.1. Reads were aligned back to the *C. elegans* reference genome (wbcel235/ce11) using Hisat2 ver.2.1.0 with Samtools 1.4. Aligned reads were assembled and transcripts quantified using Stringtie 1.3.3.2 via Samtools 1.6. Differential expression analysis was performed using DESeq2 ver.3.4.1 (galaxy.org ver.2.11.40.2). Tissue Enrichment and Gene Ontology analyses were performed using a web-based implementation of the Angeles-Albores *et al.* (2016) tools available at https://www.wormbase.org/tools/enrichment/tea/tea.cgi.

### Data availability

Reagents generated in this study are available on request. Supplementary tables and figures are available via the GSA Figshare portal. Figure S1 shows the precocious embryo laying phenotype of *ngn-1**(**ok2200**)* mutants. Figure S2 shows a representative *kal-1p*::*GFP* cell lineage. Figure S3 shows *ngn-1*; *guidance cue* double-mutant analysis of AIY neuron axon outgrowth. Table S1 shows strains generated in this study. Table S2 shows the inferred terminal cell fates identified in the *kal-1p*::*GFP* cell lineage. Tables S3 and S4 show the up-regulated and down-regulated lists of *ngn-1* transcriptome hits identified in this work. Transcriptome files generated in this study are publicly available via the Gene Expression Omnibus (Edgar *et al.* 2002), accession number GSE143599 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143599). Supplemental material available at figshare: https://doi.org/10.25387/g3.12034392.

## Results

### ngn-1 is required for embryonic viability and neuromuscular development

Beyond the role of *ngn-1* in defining MI pharyngeal motorneuron cell fate, little is known about this deeply conserved gene in *C. elegans* nervous system development (Nakano *et al.* 2010). To further characterize *ngn-1*, we examined worms carrying the *ok2200* mutant allele, which is a 2266bp deletion/7 bp insertion in the *ngn-1* locus and predicted to be a null mutation (Figure 1D). In our study, *ngn-1**(**ok2200**)* mutants showed 45% embryonic lethality (Figure 2A, Table 1). *ngn-1**(**ok2200**)* animals bearing a *ngn-1*::*GFP* translational transgene (Nakano *et al.* 2010) are rescued for embryonic developmental defects, showing significantly less embryonic lethality (10% compared to 45% in *ok2200* mutants alone, *P* < 0.01), indicating that the embryonic lethal phenotype is caused by the *ngn-1**(**ok2200**)* allele and not a closely linked second-site mutation. *ngn-1* mutant animals that survived to adulthood showed sluggish, uncoordinated movement, aberrant head movement, and precocious embryo laying (Supplemental Figure 1). Overall, these observations suggest that *ngn-1* is required for a broad array of neuromuscular functions.

**Figure 2:**
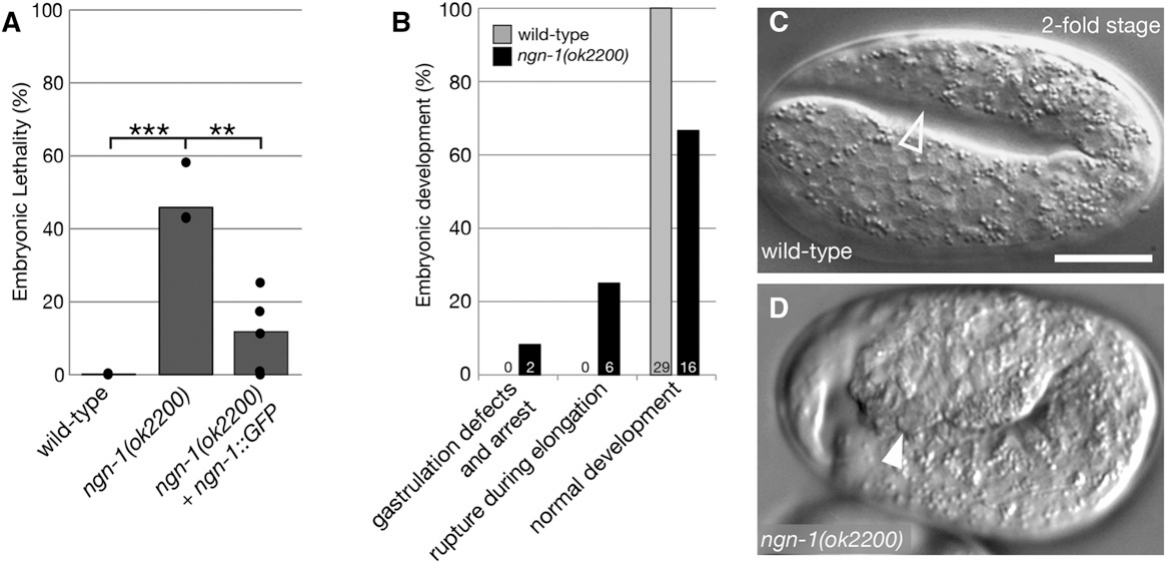
*ngn-1* is required for normal embryogenesis. (A) Percentage embryonic lethality in wild type, *ngn-1**(**ok2200**)*, and *ngn-1**(**ok2200**)* + rescuing *ngn-1*::*GFP* strains. n = 4, 3, and 5 whole broods respectively. Black circles show individual broods. ** *P* < 0.01, *** *P* < 0.001, student *t*-test plus Bonferroni correction for multiple comparisons. (B) Classification of embryonic arrest phenotypes in wild type and *ngn-1**(**ok2200**)* mutant embryos as assayed by 4D-time-lapse video microscopy. n = 29 and 24 broods respectively. (C, D) Representative images of wild type and *ngn-1**(**ok2200**)* mutants at the twofold stage of embryogenesis. (C) Open arrowhead shows the ventral region toward the tail of the animal. (D) Filled arrowhead shows internal cells rupturing from the same region in an *ngn-1* mutant. Scale bar in panel C = 10 μm.

**Table 1:** Summary of embryonic and larval lethal interactions between *ngn-1(ok2200)*, *cnd-1* and canonical axon guidance and cell migration mutants. *P < 0.005; **P < 0.001; ***P < 0.0001, 2-tailed student t-test and Bonferroni correction for multiple comparisons. Note that double mutants were compared against the single mutant that showed the strongest phenotype. *ngn-1*; *vab-1* and *ngn-1*; *sax-3* double mutants could not be isolated away from balancer chromosomes or rescuing transgenes suggesting 100% embryonic lethality in the unbalanced strains

Genotype	Embryonic Lethality (SD)	Larval Lethality (SD)	Broods	N
wild-type	0.11 (0.2)	0.12 (0.2)	4	823
*ngn-1(ok2200)*	45.9 (4.8) ***	10.2 (2.2) *	3	482
*ngn-1*; *ngn-1*::*GFP*	9.8 (10.6) ***	ND	5	471
*cnd-1(ju29)*	1.5 (1.4)	1.0 (1.2)	4	783
*ngn-1*; *cnd-1*	45.5 (6.1)	26.1 (5.2)	8	1967
*cnd-1(gk718)*	7.9 (1.4)	12.4 (2.0)	6	1464
*ngn-1*; *cnd-1(gk718)*	51.7 (5.5)	18.7 (1.1) **	6	851
*daf-18(ok480)*	3.3 (1.0)	0.3 (0.5)	6	1586
*ngn-1 daf-18(ok480)*	64.3 (5.4)	17.1 (5.6)	4	715
*sdn-1(zh20)*	7.7 (5.3)	5.5 (3.7)	5	868
*ngn-1*; *sdn-1(zh20)*	11.8 (8.5) *	10.4 (5.9)	5	656
*efn-4(bx80)*	14.3 (2.5)	8.0 (3.3)	6	927
*ngn-1 efn-4(bx80)*	60.1(15.3)	13.1(1.9)	3	389
*mab-20(bx24)*	15.2 (7.2)	5.0 (4.1)	5	905
*ngn-1 mab-20(bx24)*	32.3 (7.3)	3.1 (1.0) *	5	1510
*vab-1(dx31)*	6.7 (5.0)	18.4 (4.1)	5	763
*ngn-1*; *vab-1(dx31)*	ND	ND		
*sax-3 (ky123)*	70.1 (17.2)	10.3 (8.2)	3	635
*ngn-1*; *sax-3(ky123)*	ND	ND		

To further investigate the role of *ngn-1* in embryonic development, we scored whole broods of *ngn-1* mutants for embryonic lethality and larvae that died before reaching adulthood (Table 1). In addition to the 45% embryonic lethality there was 10% larval lethality suggesting that *ngn-1* is required for one or more processes essential to larval health (Table 1, 10.2% larval lethal, *P* < 0.005).

To determine when *ngn-1* mutants were dying during embryonic development, we used 4-dimensional (4D) time-lapse microscopy to observe developing *ngn-1**(**ok2200**)* embryos from the 2-4 cell stage through just prior to hatching (10 hr of development, Figure 2B - D). Surprisingly, only 8% of *ngn-1* mutant embryos (2/24 observed) showed defects in gastrulation consistent with errors in neuroblast migration when compared to wild-type embryos (0/29 observed). Instead, the main arrest stage observed (25% of embryos) was due to a posterior ventral rupture during elongation (6/24 *ngn-1**(**ok2200**)* embryos compared to 0/29 wild type). While only 33% of *ngn-1**(**ok2200**)* embryos arrested during 4D imaging when compared to 46% when measured by whole brood analysis, this discrepancy is likely a result of the small sample size (n = 24) used in this assay. These data suggest that *ngn-1* plays only a minor role in neuroblast migration but may have a non-cell autonomous role in posterior epithelial integrity.

### ngn-1 is required for organization of the nerve ring and neuronal cell body location

To further understand the role of *ngn-1* in development of the nervous system, *ngn-1**(**ok2200**)* mutants were crossed with a *kal-1p*::*GFP* reporter gene, which labels a subset of neurons and glia in the head region (Supplemental Figure 2; Supplemental Table 2; Bülow *et al.* 2002). In wild type animals bearing the *kal-1p*::*GFP* reporter gene, the nerve ring (a tight bundle of neuronal processes where many of the worm’s synaptic connections are found) appears as a distinct narrowing of fluorescence around the isthmus of the pharynx (arrowhead, Figure 3A, B). In *ngn-1* mutants, this nerve ring architecture is completely lost (arrowhead, Figure 3C, D). In addition, numerous cell bodies were anteriorly displaced and showed aberrant dendritic projections (Figure 3D). We characterized neuronal cell body displacement by counting the number of *kal-1p*::*GFP*-positive cell bodies in three regions of the head: the corpus, the isthmus, and the terminal bulb. In wild-type animals, an average of 18.5 *kal-1p*::*GFP*-positive neurons were visible in the head region (n = 9 worms scored) and 12.8 cell bodies (70%) were located in the isthmus region, with the remaining 5.7 (30%) clustered around the terminal bulb (Figure 3E). *ngn-1* mutants showed around the same number of *kal-1p*::*GFP*-positive head neurons (17.8 average, n = 7 worms scored). However, many neurons were anteriorly displaced, with an average of 7.5 neurons (42%) now located in the corpus region (*P* < 0.001), 8.7 neurons in the isthmus (42%, *P* < 0.001) and only 1.7 neurons (9%, *P* < 0.001) in line with the terminal bulb. These data indicate the *ngn-1* has roles in controlling both nerve ring architecture and neuronal cell body positioning.

**Figure 3:**
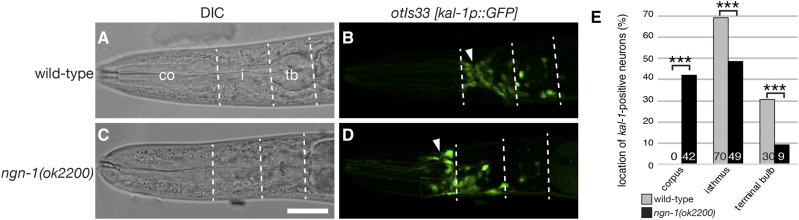
*ngn-1* is required for normal development of the nerve ring and anterior nervous system. (A - D) DIC images and parallel *kal-1p*::*GFP* expression in wild type (A, B) and *ngn-1**(**ok2200**)* (C, D) mutants respectively. Dashed lines show the boundaries between the corpus (co), isthmus (i), and terminal bulb (tb) respectively and were used to score the location of *kal-1p*::*GFP* expressing cells. Filled arrowheads in B and D show the location of the nerve ring. Scale bar in panel C = 20 μm. (E) Location of *kal-1p*::*GFP* expressing cells in wild type (gray) and *ngn-1* mutants (black) respectively. ***, *P* < 0.001, student *t*-test.

### ngn-1 controls AIY neuron axon outgrowth, polarity and cell fate

To gain a better understanding of *ngn-1* function at the single cell level, we used a *ttx-3p*::*GFP* reporter gene to examine axon outgrowth in the AIY interneurons (Hobert *et al.* 1997). In wild type animals, the AIY left and right cell bodies typically lie below and just posterior to the pharyngeal terminal bulb and extend anterior processes that meet under the pharynx then enter the nerve ring, extending toward the dorsal side where they again make contact via a gap junction (Figure 4A and 4B) (White *et al.* 1986). In *ngn-1* mutants, 98% of animals (49/50) show anteriorly displaced AIY cell bodies (Figure 4C and 4H). In addition, 100% of *ngn-1* mutants (50/50, *P* < 0.001) showed defective dorsal axon extension, such that the AIYL and R axons fail to meet on the dorsal side (Figure 4C – E). The average AIY axon length in *ngn-1* mutants was 12.3 μm (AIYL, n = 28) and 10.2 μm (AIYR, n = 34) compared with 28 μm (AIYL and R, n = 50 each) in wild type (Figure 4G). Some *ngn-1* mutants (19% of neurons scored, 17/89) showed such severe outgrowth defects that the axons remained below the pharynx, appearing as a tangle (Figure 4D). We also observed loss of *ttx-3p*::*GFP* expression in 16% of *ngn-1* mutants examined, resulting in only a single GFP-positive cell being apparent (Figure 4E and 4I). *ngn-1**(**ok2200**)* animals carrying the *ngn-1*::*GFP* translational reporter gene showed complete rescue of cell body displacement and axon outgrowth defects, further confirming that the phenotypes observed were due to *ngn-1* loss-of-function and not a closely-linked mutation (Figure 4F – H). Overall, these data indicate that *ngn-1* is required for multiple neural developmental functions including cell body positioning, axon outgrowth, and axon guidance. In addition, *ngn-1* has a partly redundant role in driving *ttx-3* expression, which is the terminal selector gene for AIY fate, but likely functions in parallel with one or more additional genes in this process.

**Figure 4:**
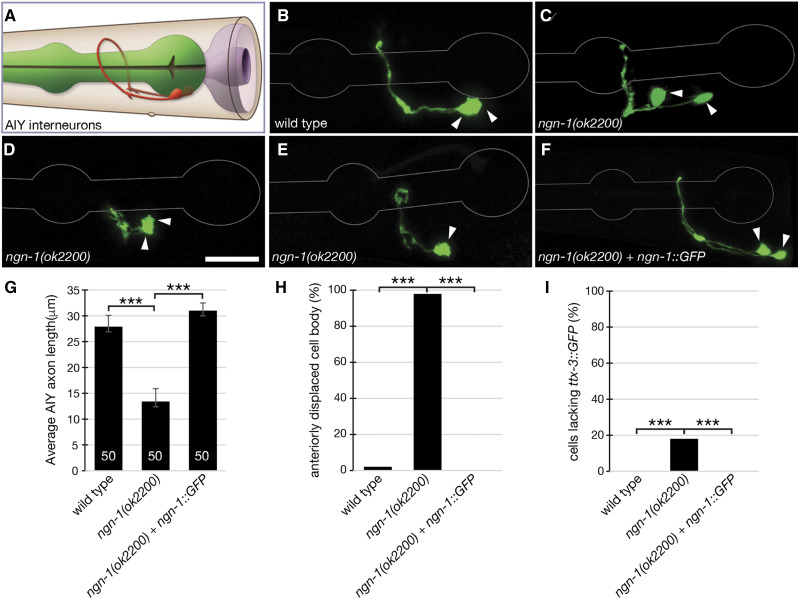
*ngn-1* is required for accurate cell body positioning, axon outgrowth and cell fate specification in AIY interneurons. (A) Schematic showing AIYL and R interneuron cell body positioning and axon location (image adapted from www.wormatlas.org). (B – F). Confocal micrographs of *ttx-3p*::*GFP* expression in (B) wild type, (C - E) *ngn-1**(**ok2200**)* mutants, and (F) *ngn-1**(**ok2200**)* mutants rescued with an *ngn-1*::*GFP* transgene (note that *ngn-1*::*GFP* is not visible in young adults). Arrowheads show AIYL/R cell body location. These are anteriorly displaced in *ngn-1* mutants. (D) AIYL/R axons fail to extend to the dorsal side. (E) Only a single AIY neuron is present. (G – I) Summary of wild type and *ngn-1**(**ok2200**)* axon outgrowth and AIY fate specification phenotypes. n = 50 worms analyzed for each strain. ***, *P* < 0.001, student *t*-test plus Bonferroni correction for multiple comparisons. Scale bar in panel D = 10 μm.

### ngn-1 has no obvious role in controlling canonical neuroblast migration or axon guidance genes

Considering the axon guidance phenotypes seen in *ngn-1* null mutants, it is likely that *ngn-1* controls the transcription of multiple genes required for neural development. We took a candidate gene approach to identifying regulatory targets of *ngn-1* based on the phenotypes observed in *ngn-1**(**ok2200**)* mutants (Table 1). Many of these genes play a role in neuroblast migration or axon guidance during embryonic development, and loss-of-function mutations typically exhibit mild to strong embryonic lethality as a result of defects in these processes (George *et al.* 1998; Zallen *et al.* 1998; Chin-Sang *et al.* 2002; Hudson *et al.* 2006). We generated *ngn-1*; *candidate gene* double mutants and compared embryonic and larval lethality against each single mutant. Overall, the majority of the double mutant strains showed, at best, additive but not significant increases in embryonic lethality when compared to *ngn-1* alone (Table 1), suggesting that *ngn-1* does not exhibit strong genetic interactions with these known axon guidance cues.

To further examine the genetic interactions between candidate axon guidance genes and *ngn-1* during axon outgrowth, *ngn-1*; *candidate gene* double mutants were assayed for axon outgrowth and guidance defects in the AIY interneurons (Wang *et al.* 2008; Christensen *et al.* 2011; Hartin *et al.* 2015; Schwieterman *et al.* 2016). Each double mutant showed similar average AIY axon lengths when compared to *ngn-1**(**ok2200**)* alone, suggesting that the *ok2200* phenotype masks defects seen in each single mutant (Supplemental Figure 3). Based on these data, it was unclear if *ngn-1* has any role in the transcriptional regulation of these axon guidance cues.

### RNAseq identifies multiple ngn-1 transcriptional targets

RNA sequencing (RNAseq) is a powerful genetic tool to both identify and quantify gene expression (Conesa *et al.* 2016; Liao *et al.* 2014; Love *et al.* 2014). As our candidate gene approach to identifying *ngn-1* regulatory targets was unsuccessful, we used RNAseq to identify transcript differences between wild type and *ngn-1**(**ok2200**)* mutant embryos. This unbiased approach was employed to characterize components of the *ngn-1* gene regulatory network downstream of *ngn-1*. 

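Each of the 8 libraries came from a separate liquid culture sample of embryos of all stages, 4 of the wild-type N2 strain and 4 of *ngn-1(ok2200)*, and was made with an unstranded kit and read as single reads of 150 bases. *ngn-1*, the gene removed in part by the deletion, had TPM of 65.8, 60.9, 79.6 and 58.9 in wild-type replicates 1 to 4. It was listed at 0 in each of the 4 mutant libraries, which matches the genotype labels. The authors aligned the reads to the WBcel235 genome with HISAT2 and estimated gene and transcript levels with StringTie; their deposited tables give coverage, FPKM and TPM for 47031 annotated genes and hold no read counts. The depth worked out from these values was 18242444, 19297572, 17264278 and 20124698 reads in wild-type replicates 1 to 4 and 22248271, 18993082, 20843629 and 17687312 reads in mutant replicates 1 to 4. The deposited TPM were compared on the log2 scale, with 0.1 added, for the 18447 genes with TPM of at least 0.1 in at least 4 libraries, using the moderated test of limma and a Benjamini-Hochberg adjusted p under 0.05. Fold changes are given as log2 of mutant over wild type, with their standard error (SE). Muscle genes such as *act-4* were less abundant in wild-type replicate 3 and mutant replicate 2 than elsewhere: the mean log2 level of 31 muscle genes was 5.91 and 5.79 in these libraries and 6.62 to 7.24 in the other 6.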

To generate a comparative transcriptome of wild type and *ngn-1**(**ok2200**)* null mutants (n = 4 replicates each), RNA was isolated from mixed-stage embryos, sequenced, and analyzed. This generated a list of 587 differentially expressed genes with a p-value ≤ 0.05 (Supplemental Tables 3 and 4). 

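Few genes passed over the whole transcriptome when *ngn-1(ok2200)* was compared with wild type. That number does not show that the other genes are unchanged. In simulated data the test found 36 and 52% of genes changed by 1 and 2 on the log2 scale. Of 18447 genes tested with limma, 24 passed at a Benjamini-Hochberg adjusted p under 0.05, and 4 of these fell: *ngn-1* itself, the homeobox gene *ceh-17*, the hexosaminidase gene *hex-4*, and the piRNA *21ur-4043*, which lies inside *eps-8*, is listed at 0 in all mutant libraries, and did not pass with voom on estimated reads (log2 fold change -0.46). The largest rise of a gene detected in both genotypes was that of *B0024.4*, from 0.595 ± 0.268 to 61.1 ± 40.5 TPM (mean ± SD, n = 4 per genotype; log2 fold change 6.19, SE 0.64, adjusted p = 0.0225). The insulin-like gene *ins-20* was listed at 0 in every wild-type library and had 10.3, 1.24, 5.55 and 11.2 TPM in mutant replicates 1 to 4. *T02H6.12*, annotated as a pseudogene, was likewise listed at 0 in wild type and reached 21.1, 11.2, 13.2 and 23.04 TPM in the mutants. *C08F11.7* rose with little spread, from 0.419 ± 0.153 to 2.91 ± 0.248 TPM (log2 fold change 2.58, SE 0.33, adjusted p = 0.0492). In all, 12 of the 24 genes were listed at 0 in all 4 libraries of 1 genotype, and 12 are genes that Table 2 does not name. At an unadjusted p of 0.05 or lower there were 700 genes, where 922 would be reached on average if no gene differed. Other splits of the same libraries into groups of 4 gave 167 to 5498 genes. As many as 700 were reached by 12 of 35 splits, the true one among them, so 922 alone is a poor yardstick. *ngn-1*, *hex-4* and *T02H6.12* were the 3 genes that passed whichever library was left out, and leaving out mutant replicate 2 raised the number of genes that passed from 24 to 144.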

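Transcripts that were more abundant without *ngn-1* outnumbered those that were less abundant, 20 against 4 among the genes that passed (83.3% higher). *F25H5.8* rose from 0.137 ± 0.158 to 16.6 ± 10.1 TPM (n = 4 per genotype; log2 fold change 6.09, SE 0.76, adjusted p = 0.0435) and *C30B5.6* from 0.330 ± 0.302 to 12.5 ± 7.12 TPM (4.84, SE 0.68, adjusted p = 0.0499). *srlf-34* rose from 1.64 ± 0.927 to 91.2 ± 61.8 TPM (5.68, SE 0.74, adjusted p = 0.0492), although it overlaps *gcy-5* on the opposite strand and the reads carry no strand. For each of these 24 genes the 4 mutant values lay entirely outside the 4 wild-type values, which held for 445 of the 18447 genes (2.41%) and would hold for 2.86% by chance. The less strict threshold, an unadjusted p of 0.05 or lower, gave 549 higher and 151 lower genes (78.4% higher). With quantile normalization these numbers were 569 and 307 (65.0% higher). Without wild-type replicate 1, 2 or 4, or without mutant replicate 1, 3 or 4, 3 genes passed and 1 of them, *T02H6.12*, was higher in the mutants. Without mutant replicate 2 all 24 passed again, and of all genes that passed 94.4% were higher.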

We found that the majority of these genes (497/587, 85%) were upregulated in the *ngn-1* mutant background, suggesting that *ngn-1* acts primarily as a transcriptional repressor during embryogenesis (Figure 5A). When we looked at the 40 most significant hits from the differential expression analysis based on p-value, five genes were down-regulated, three of which are predicted to code for transcription factors; *ngn-1* (as expected from the comparative transcriptome of a deletion mutant), *ceh-17*, and *hlh-34* (Table 2A). 

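*ngn-1* was listed at 0 in the mutant libraries in each of its exons, which belong to 1 transcript and are not independent of each other. Exons 2 and 3, which lie inside the deletion, had coverage of 118 to 164 and 128 to 157 in the wild-type libraries, and exon 1, which Figure 1D places outside it, 52.6 to 70.7; all 3 were listed at 0 in all 4 mutants (exact permutation p = 0.0286 for each exon, the lowest that 4 against 4 libraries allow). *hex-4*, on chromosome I, fell from 60.7 ± 5.11 to 13.4 ± 0.832 TPM (n = 4 per genotype; log2 fold change -2.17, SE 0.11, adjusted p = 0.000112), and all 5 of its exons were lower. *ceh-17*, a homeobox gene of the SIA and ALA neurons, fell from 8.23 ± 1.43 to 1.12 ± 0.532 TPM (-2.87, SE 0.38, adjusted p = 0.0492). The transporter gene *haf-6* was lower in all 9 exons, at 26.5 ± 3.41 and 8.67 ± 2.60 TPM (-1.65, SE 0.25), and stayed above the threshold (adjusted p = 0.0631); it overlaps *Y48G8AL.7* on the opposite strand. Of the 40 genes with the lowest p, 6 were lower and 34 higher in the mutants, and 19 are in Table 2.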

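*tlp-1*, *lim-4*, *unc-42*, *fax-1*, *lin-11* and *nhr-23* all had lower mean levels in the mutants, by far less than *ceh-17*: their log2 fold changes ran from -0.28 to -0.59. *tlp-1* was at 73.4 ± 3.49 TPM in wild type and 57.2 ± 5.15 TPM in the mutants (n = 4 per genotype; log2 fold change -0.36, SE 0.10, adjusted p = 0.432), and no mutant library reached the lowest wild-type library. *lin-11*, a LIM homeobox gene, was at 19.0 ± 2.04 and 14.6 ± 2.61 TPM (-0.39, SE 0.17), and *nhr-23*, a nuclear receptor gene needed for molting, at 66.4 ± 5.56 and 54.9 ± 7.56 TPM (-0.28, SE 0.13), both with an adjusted p of 1.00. None of these 6 genes passed over all genes. *tlp-1*, *lim-4*, *unc-42* and *fax-1* passed when p was adjusted over the list of 8 transcription factors alone, as did *ceh-17* and *hlh-34*; the study chose this list on these samples, so this count of 6 of 8 is not independent evidence.

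**Figure D1:**
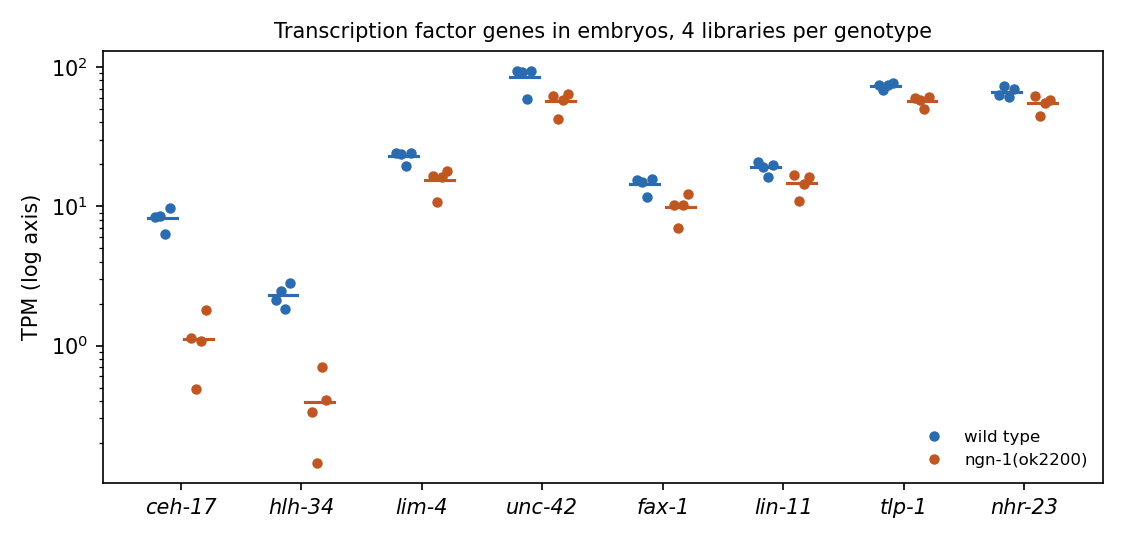
TPM (log axis) of the 8 transcription factor genes in wild-type and *ngn-1(ok2200)* embryos. Each point is 1 library and each bar a group mean; *ceh-17* and *hlh-34* show the widest gap between genotypes, and *nhr-23* the narrowest (log2 fold change -0.28).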

Six additional transcription factor genes had significantly lower transcript levels in *ngn-1* mutants when compared to wild type (*fax-1*, *lim-4*, *lin-11*, *unc-42*, *tlp-1*, and *nhr-23*), but were outside the 40 most significant hits (Figure 5A). Conversely, the up-regulated genes were primarily of uncharacterized function (n = 15/40). 

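Means of genes of unknown and of known function in Table 2B were higher in the mutants, though 9 of the 35 genes passed over all genes. *Y47H10A.5* was at 0.388 ± 0.285 TPM in wild type and 25.6 ± 16 TPM in the mutants (n = 4 per genotype; log2 fold change 5.66, SE 0.85, adjusted p = 0.0629), and *F16B4.4* at 3.94 ± 2.10 and 60.4 ± 35.98 TPM (3.75, SE 0.68, adjusted p = 0.106). *kreg-1* rose from 0.817 ± 0.633 to 31.2 ± 19.2 TPM (5.05, SE 0.70, adjusted p = 0.0492). On the same stretch of the X chromosome, *F53A9.6* (log2 fold change 3.80, SE 0.53) rose and *F53A9.7* (3.52, SE 0.60, adjusted p = 0.0963) had a higher mean; reads shared between these neighbors were not tested for. The patched-related gene *ptr-8* (3.72, SE 0.71), the tyrosinase gene *tyr-6* (2.07, SE 0.49) and the cytochrome P450 gene *cyp-32A1* (2.64, SE 0.60) had higher means without passing. The smallest difference was that of *K02B7.3*, at 163 ± 9.13 and 224 ± 11.5 TPM (0.46, SE 0.08, adjusted p = 0.101). All 35 genes of Table 2B had higher means in the mutants, with a median log2 fold change of 3.59. All 35 passed when p was adjusted over the list alone, which is not independent evidence because the study drew the list from these samples. The list was least raised in mutant replicate 2, whose mean was 0.38 above that of all 8 libraries on the log2 scale, against 2.21, 2.10 and 2.71 in mutant replicates 1, 3 and 4.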

Whether *ngn-1* controls the transcription of these genes directly or indirectly (via transcription of one or more intermediate factors or via non-cell autonomous mechanisms) is not known.

**Figure 5:**
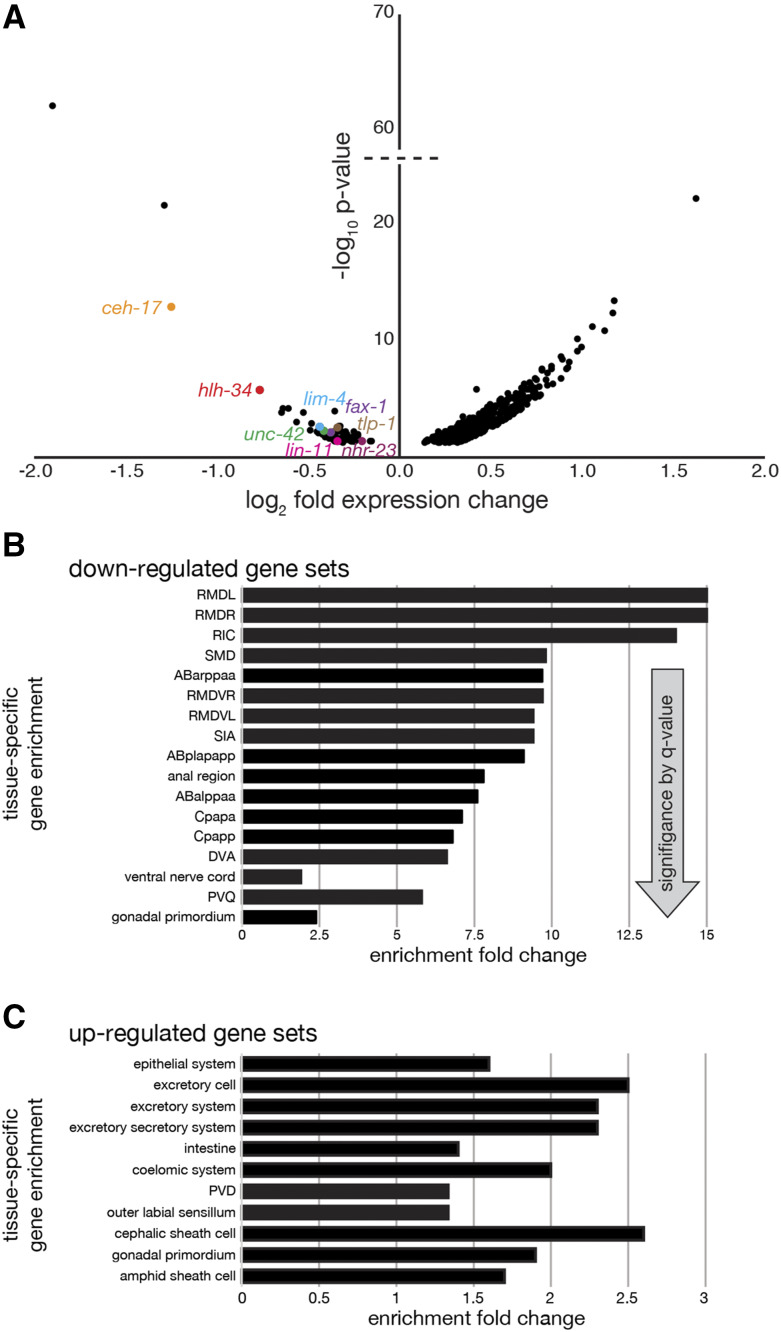
Comparative transcriptome analysis of *ngn-1**(**ok2200**)* mutants identifies multiple genes that are up- or down-regulated by *ngn-1*. (A) Volcano plot of log_2_ fold expression changes *vs.* log_10_ significance (p-value) summarizing transcript differences between wild type and *ngn-1**(**ok2200**)* mutants. Down-regulated transcription factor genes are highlighted in color. (B, C) Bioinformatic enrichment analyses of transcriptome hits. RNAseq hits were bioinformatically compared against “gold-standard” curated lists of genes previously shown to be associated with a single cell or tissue type. (B) Down-regulated gene sets primarily associate with neurons or cells derived from the pro-neural AB cell lineage. (C) Up-regulated gene sets primarily associate with the epithelial, intestine or excretory system. Arrow shows decreasing significance by q-value (hypergeometric test followed by a Benjamini-Hochberg correction for false discovery).

**Table 2:** *ngn-1* transcriptome most significant hits by p-value. (A) Down-regulated genes. (B) Up-regulated genes. A. *ngn-1* transcriptome down-regulated genes (most significant p - value) B. *ngn-1* transcriptome up-regulated genes (most significant p - value)

Gene ID	Gene Name	Base mean	log2(FC)	P-value	P-adj
WBGene00003595	*ngn-1*	283	−3.9	3.2E-130	5.2E-126
WBGene00021766	*hex-4*	850	−1.9	9.4E-63	7.8E-59
WBGene00001816	*haf-6*	254	−1.3	2.4E-22	1.0E-18
WBGene00000440	*ceh-17*	43	−1.3	1.3E-13	3.6E-10
WBGene00011327	*hlh-34*	17	−0.8	1.8E-06	0.00076
WBGene00268211	*T02H6.12*	49	1.6	5.08E-23	2.77E-19
WBGene00007097	*B0024.4*	489	1.2	3.30E-14	1.08E-10
WBGene00007131	*pals-26*	221	1.2	4.24E-13	9.89E-10
WBGene00016247	*C30B5.6*	145	1.1	5.41E-12	1.10E-08
WBGene00008739	*F13D12.3*	190	1.1	1.30E-11	2.36E-08
WBGene00014173	*ZK970.7*	340	1.0	6.45E-11	1.05E-07
WBGene00011446	*T04F8.8*	79	1.0	3.85E-10	5.72E-07
WBGene00013481	*Y69H2.3*	456	1.0	8.34E-10	1.14E-06
WBGene00018725	*kreg-1*	77	0.9	2.05E-09	2.58E-06
WBGene00018729	*F53A9.6*	46	0.9	4.34E-09	5.06E-06
WBGene00010135	*F55H12.4*	288	0.9	6.43E-09	7.00E-06
WBGene00012185	*W01F3.2*	111	0.8	1.51E-08	1.55E-05
WBGene00017127	*E04F6.8*	75	0.9	2.10E-08	2.02E-05
WBGene00017506	*F16B4.4*	206	0.8	2.37E-08	2.07E-05
WBGene00007454	*C08F11.7*	20	0.9	2.41E-08	2.07E-05
WBGene00008301	*pals-39*	33	0.8	2.74E-08	2.24E-05
WBGene00012961	*Y47H10A.5*	178	0.8	3.00E-08	2.33E-05
WBGene00018730	*F53A9.7*	48	0.8	6.17E-08	4.59E-05
WBGene00021977	*Y58A7A.3*	226	0.9	1.53E-07	1.09E-04
WBGene00012593	*nspe-7*	69	0.7	1.63E-07	0.00011
WBGene00011772	*T14G8.4*	34	0.8	1.96E-07	0.00013
WBGene00004222	*ptr-8*	127	0.8	2.29E-07	0.00014
WBGene00138721	*pals-37*	30	0.7	4.25E-07	0.00026
WBGene00009130	*F25H5.8*	30	0.7	4.43E-07	0.00026
WBGene00007132	*pals-27*	102	0.8	5.22E-07	2.94E-04
WBGene00022231	*tyr-6*	166	0.8	6.01E-07	0.00032
WBGene00016788	*C49G7.10*	51	0.7	6.13E-07	0.00032
WBGene00044900	*cnc-11*	39	0.7	6.71E-07	0.00034
WBGene00015046	*nlp-34*	158	0.8	8.23E-07	0.00041
WBGene00003765	*nlp-27*	66	0.7	1.01E-06	0.00049
WBGene00016147	*cyp-32A1*	83	0.7	1.06E-06	0.00050
WBGene00013489	*col-42*	126	0.7	1.29E-06	0.00059
WBGene00010491	*K02B7.3*	1394	0.4	1.40E-06	0.00062
WBGene00000560	*cnc-6*	70	0.7	1.65E-06	0.00071
WBGene00007506	*C10C5.2*	31	0.7	2.10E-06	0.00086

Our RNAseq assay generated an unbiased list of all *C. elegans* genes that are differentially regulated in *ngn-1* mutants compared with wild type. We employed tissue enrichment analysis to clarify which tissues and cells our transcriptome hits associated with. To this end, we bioinformatically compared our transcriptome results against “gold-standard” curated lists of genes associated with single cell or tissue types (Angeles-Albores *et al.* 2016; Angeles-Albores *et al.* 2018). These reference datasets were generated by Fluorescence-Activated Cell Sorting of cells isolated from worms bearing cell or tissue-specific fluorescent labels, followed by RNAseq or microarray assay to determine gene expression profiles within those cell/tissue types. 

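Genes used by neurons in general showed no difference that passed. Of 32 genes expressed in all or nearly all neurons none passed, and their median log2 fold change was 0.03 (camera adjusted p = 0.788); the synaptobrevin gene *snb-1* was at 390 ± 25 TPM in wild type and 412 ± 11.3 TPM in the mutants (n = 4 per genotype; 0.08, SE 0.08). Neither did any of 18 neurotransmitter genes pass (median 0.10, adjusted p = 0.761), among them *unc-25*, which makes GABA (0.52, SE 0.63). For 16 ionotropic glutamate receptor genes the median was 0.00 (adjusted p = 0.364), with *glr-6* at 11.3 ± 1.26 and 9.13 ± 0.228 TPM (-0.30, SE 0.15). FMRFamide-like peptide genes leaned upward (30 genes, median 0.42, camera adjusted p = 0.0438; adjusted p = 0.982 with an estimated correlation), *flp-33* for example at 1.40 ± 0.826 and 3.88 ± 1.96 TPM (1.36, SE 0.63), but turned direction without wild-type replicate 3, where the list was lowest (-1.84). Axon guidance genes leaned slightly downward (48 genes, median -0.04, camera adjusted p = 0.0410; adjusted p = 0.982 with an estimated correlation), including *sax-7* (-0.20, SE 0.10). With limma and an unadjusted p of 0.05 or lower, 1 gene was lower among the receptors, *glr-3*, 1 among the neurotransmitter genes, *tbh-1*, and none among the 32 genes of all neurons. The genes of all neurons were low in the libraries low in muscle genes, at -0.80 and -0.67 relative to the mean of the 8 libraries on the log2 scale, against -0.01 to 0.45 in the rest.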

The bulk of our down-regulated targets identified by RNAseq were found to be associated with individual neuron subtypes such as the SIA neurons or proneural cell lineages derived from the AB founder cells, further supporting our data indicating that *ngn-1* activates or enhances transcription primarily in neuronal tissue (Figure 5B). 

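*ceh-17* was lower in every mutant library than in any wild-type library, and most other genes of the SIA, SMD, RMD and RIC neurons had lower means without passing. *tbh-1*, which makes octopamine in RIC, was at 0.445 ± 0.134 TPM in wild type and 0.0863 ± 0.0595 TPM in the mutants (n = 4 per genotype; log2 fold change -1.58, SE 0.44, adjusted p = 0.452), a low level read through an overlap with *suox-1*. *lad-2*, a cell adhesion gene of the SIA and SMD neurons, was at 21.3 ± 5.10 and 14.1 ± 4.80 TPM (-0.63, SE 0.30, adjusted p = 1.00), and the homeobox gene *ceh-24* at 9.20 ± 2.99 and 6.11 ± 1.88 TPM (-0.56, SE 0.34, adjusted p = 1.00). *tdc-1*, the partner of *tbh-1* in octopamine synthesis, differed little (-0.27, SE 0.17). Of 14 genes on this list 12 had lower means in the mutants, with a median log2 fold change of -0.29 (camera adjusted p = 8.4e-08; adjusted p = 0.506 with an estimated correlation). The study names *ceh-17*, *lim-4* and *unc-42* from these samples; among the other 11 genes, 2 were lower at an unadjusted p of 0.05 or lower and the median was -0.16. The list followed the muscle genes too, with its lowest values in mutant replicate 2 (-0.86) and wild-type replicate 3 (-0.51).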

The SIA neurons play a key role in pioneering the architecture of the nerve ring suggesting that *ngn-1* dependent transcription may have a role in defining SIA fate and/or function (Rapti *et al.* 2017). In contrast, the genes up-regulated in our *ngn-1* transcriptome were significantly enriched in the excretory, intestine, and epithelial-associated genes (Figure 5C). This raises the possibility that *ngn-1* may repress the transcription of non-neural genes in neural tissues. 

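Marker genes of the excretory system, the intestine and the epidermis had medians close to 0 and none passed. Among 24 excretory genes the median log2 fold change was 0.01 (camera adjusted p = 0.896): *let-653*, a gene of the excretory duct, was at 60.7 ± 8.31 TPM in wild type and 56.5 ± 6.87 TPM in the mutants (n = 4 per genotype; -0.10, SE 0.14), and *clh-3* at 5.11 ± 0.952 and 4.57 ± 0.320 TPM (-0.14, SE 0.22). Intestine differentiation genes had a median of 0.03 (31 genes, adjusted p = 0.806), with the metallothionein gene *mtl-1* highest in the mutants (1.00, SE 0.66) and the protease gene *cpl-1* lower (-0.24, SE 0.20). Epidermal differentiation genes had a median of -0.04 (22 genes, adjusted p = 0.294), with *elt-3*, a GATA factor gene of the epidermis, at 79.5 ± 7.52 and 68.9 ± 6.90 TPM (-0.21, SE 0.11). Pharyngeal genes had a median of 0.17 (20 genes, adjusted p = 0.904). None of the excretory, intestine and epidermis genes reached an unadjusted p of 0.05 or lower in either direction with limma. Excretory and intestine genes were lowest where muscle genes were, at -0.51 and -0.80 in mutant replicate 2 and -0.45 and -0.66 in wild-type replicate 3, relative to the mean of the 8 libraries on the log2 scale.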

Alternatively, *ngn-1* may suppress transcription in non-neuronal tissues via non-cell autonomous mechanism(s).

We corroborated our tissue enrichment analysis by performing a gene ontology (GO) term enrichment analysis on our up- and down-regulated target genes (Table 3). Most of the terms enriched in the down-regulated dataset were related to transcription and DNA binding, consistent with *ngn-1* having a role in activating gene transcription. Conversely, genes in the up-regulated dataset were mostly associated with cuticle and innate immune response terms. This suggests that *ngn-1* may suppress transcription of target genes associated with the hypodermis including the innate immune response, possibly via non-cell autonomous mechanism(s).

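In the 2 lists of other transcription factor genes that were compared, no gene passed. For 64 genes that specify neuron classes the median log2 fold change was -0.07 (43 with lower means; camera adjusted p = 0.0410; adjusted p = 0.982 with an estimated correlation). *ceh-34*, which specifies pharyngeal neurons, was at 81.9 ± 6.17 TPM in wild type and 72.7 ± 7.01 TPM in the mutants (n = 4 per genotype; -0.17, SE 0.10), whereas *php-3* (0.22, SE 0.10) and *egl-27* (0.22, SE 0.11) were somewhat higher in the mutants. Proneural basic-helix-loop-helix genes lay near 0 (14 genes, median -0.03, camera adjusted p = 0.184): *hlh-13* was at 9.83 ± 3.16 and 6.37 ± 1.49 TPM (-0.57, SE 0.31) and *hlh-6* at 11.03 ± 0.926 and 9.12 ± 2.19 TPM (-0.30, SE 0.22). No gene of either list was lower at an unadjusted p of 0.05 or lower with limma. With the muscle covariate, chosen after the data were seen, 1 of the 64 fell.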

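Antimicrobial peptide genes of the epidermis had higher means in the mutants, without any passing alone, and cuticle genes shifted far less. *cnc-7*, a caenacin gene, was at 0.161 ± 0.322 TPM in wild type and 3.69 ± 2.13 TPM in the mutants (n = 4 per genotype; log2 fold change 4.34, SE 0.75, adjusted p = 0.101); *cnc-11* was at 0.744 ± 0.527 and 24.5 ± 16.6 TPM (5.00, SE 0.93, adjusted p = 0.123) and *nlp-27* at 1.03 ± 1.11 and 31.3 ± 17.9 TPM (5.27, SE 1.01, adjusted p = 0.134). *cnc-2* was listed at 0 in all wild-type libraries and at 2.27, 0.378, 0.545 and 2.74 TPM in mutant replicates 1 to 4. Higher means were found for 34 of these 37 peptide genes (median 1.95, camera adjusted p = 9.4e-26; adjusted p = 0.133 with an estimated correlation), and 19 were higher at an unadjusted p of 0.05 or lower, although none passed over all genes; 13 passed when p was adjusted over the list alone. Leaving aside *cnc-6*, *cnc-11*, *nlp-27* and *nlp-34*, which the study drew from these samples, the median of the other 33 was 1.69. With the muscle covariate, chosen after the data were seen, 15 of the 37 rose, against 0.58 expected. Relative to the mean of the 8 libraries the list was lowest in wild-type replicate 3 (-2.43) and, among the mutants, in replicate 2 (-0.27). The list also holds *fip* and *fipr* genes beside the caenacin and *nlp-29* groups, with *fip-5* and *fipr-2* among the 19 higher genes. These groups are gene families, and reads shared within them were not tested for. Cuticle collagens had a median of 0.10 (127 genes, camera adjusted p = 0.695), with *col-42* (3.24, SE 0.77, adjusted p = 0.293) and *col-103* (1.85, SE 0.49, adjusted p = 0.395) the most different. Molting and apical matrix genes had a median of -0.08 (53 genes, adjusted p = 0.266), among them *grl-21*, at 4.45 ± 3.47 and 112.3 ± 69.1 TPM (4.98, SE 1.03, adjusted p = 0.178). With the muscle covariate these matrix genes were lower as a list (median -0.15, camera adjusted p = 0.00305).

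**Figure D2:**
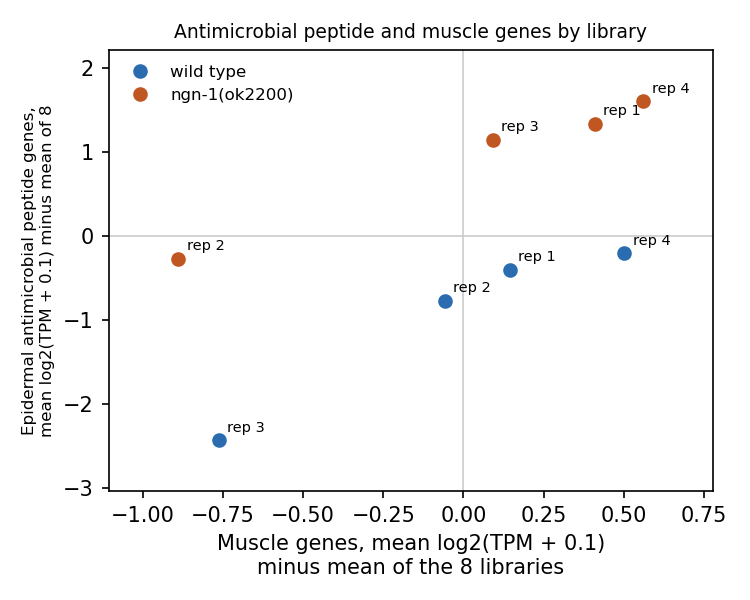
Mean log2 level of 37 epidermal antimicrobial peptide genes (vertical axis) against that of 31 muscle genes (horizontal axis), each relative to the mean of the 8 libraries. Each point is 1 library, marked by genotype and replicate; at a given muscle level the mutants lie above wild type.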

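Among genes of the intracellular pathogen response *pals-39* passed, and other members had higher means. *pals-39* rose from 0.0311 ± 0.0622 to 3.88 ± 2.12 TPM (n = 4 per genotype; log2 fold change 4.81, SE 0.56, adjusted p = 0.0278), while *pals-26* (3.86, SE 0.55, adjusted p = 0.0528), *pals-37* (3.59, SE 0.55, adjusted p = 0.0661) and *pals-27* (1.86, SE 0.38, adjusted p = 0.171) had higher means without passing. Across the 25 *pals* genes the median was 0.76 (camera adjusted p = 7.9e-09, and 0.580 with an estimated correlation), and 8 were higher at an unadjusted p of 0.05 or lower. Leaving aside *pals-26*, *pals-27*, *pals-37* and *pals-39*, which the study drew from these samples, the median of the other 21 was 0.54. Of those 21, 4 were higher at that threshold. Reads shared between members of the family were not tested for, so single members are uncertain. Other genes of this response, 18 in number, had a median of 0.75 (camera adjusted p = 4.5e-07; adjusted p = 0.0790 with an estimated correlation; adjusted p = 0.0324 by fry), with *skr-5* at 0.282 ± 0.363 and 3.89 ± 2.82 TPM (3.64, SE 0.88, adjusted p = 0.308) and *Y6E2A.5* at 0.0280 ± 0.0559 and 0.725 ± 0.382 TPM (2.58, SE 0.57, adjusted p = 0.226). Of 174 intestinal pathogen response genes 1 passed, *clec-145*, listed at 0 in wild type and at 0.618, 0.490, 0.769 and 1.53 TPM in mutant replicates 1 to 4; the median of that list was -0.01 (camera adjusted p = 0.314), while 17 were higher and 3 lower at an unadjusted p of 0.05 or lower, against 5.18 higher expected, and 12 rose with the muscle covariate, against 2.74 expected, both counts added after the data were seen. The lysozyme gene *lys-3* came closest after it, at 0.724 ± 0.790 and 28.1 ± 18.1 TPM (5.56, SE 0.92, adjusted p = 0.0946). The *pals* genes were lowest of all in wild-type replicate 3 (-1.20), and mutant replicate 2 (-0.53) lay near the other wild-type libraries, so this group also follows the muscle genes.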

**Table 3:** *ngn-1* transcriptome gene ontology (GO) term most significant hits by p-value. (A) GO-terms associated with down-regulated genes. (B) GO-terms associated with up-regulated genes. A. *ngn-1* transcriptome Gene Ontology analysis: down-regulated genes (most significant p - value) B. *ngn-1* transcriptome Gene Ontology analysis: up-regulated genes (most significant p - value)

Gene Ontology Term	GO-term ID	Expected	Observed	Enrichment (FC)	P-value	P-adj
iron binding	GO:0005506	0.6	5	8.4	3.3E-05	0.0042
tetrapyrrole binding	GO:0046906	0.77	4	5.2	0.0011	0.069
RNA polymerase II regulatory region DNA binding	GO:0001012	0.77	4	5.2	0.0011	0.069
transcription reg. region sequence-specific DNA binding	GO:0000976	0.84	4	4.8	0.0017	0.069
organic acid metabolic process	GO:0006082	2.2	7	3.1	0.002	0.069
neurogenesis	GO:0022008	1.4	5	3.7	0.0026	0.069
regulatory region nucleic acid binding	GO:0001067	1	4	3.9	0.0039	0.07
double-stranded DNA binding	GO:0003690	1.1	4	3.7	0.0048	0.074
cellular developmental process	GO:0048869	3.9	9	2.3	0.0062	0.086
immune system process	GO:0002376	3.5	48	14	2.1E-40	2.6E-38
response to biotic stimulus	GO:0009607	2.8	33	12	3.1E-26	1.9E-24
extracellular region	GO:0005576	8.2	43	5.3	3.6E-19	1.5E-17
extracellular space	GO:0005615	4.4	30	6.9	3.1E-17	9.7E-16
metalloendopeptidase activity	GO:0004222	1.5	10	6.6	4.1E-07	1.0E-05
membrane	GO:0016020	97	137	1.4	1.7E-05	0.00035
peptidase activity	GO:0008233	6.7	18	2.7	5.5E-05	0.00097
neuropeptide signaling pathway	GO:0007218	1.8	8	4.3	0.00011	0.0017
intrinsic component of membrane	GO:0031224	85	118	1.4	0.00018	0.0026
cation binding	GO:0043169	24	38	1.6	0.0022	0.027
incorrect protein topology response	GO:0035966	2.8	8	2.8	0.0023	0.027
zinc ion binding	GO:0008270	7.8	16	2.1	0.0025	0.027
lytic vacuole	GO:0000323	1.4	5	3.5	0.0033	0.032
molting cycle	GO:0042303	1.6	5	3.1	0.0062	0.055
structural constituent of cuticle	GO:0042302	2.4	6	2.5	0.011	0.091
protein catabolic process	GO:0030163	4.9	10	2	0.011	0.091
collagen trimer	GO:0005581	2.4	6	2.5	0.012	0.091

To help clarify our understanding of how *ngn-1* might be regulating transcription at the cellular level, we performed 4D-timelapse video analysis of *ngn-1p*::*GFP* expression in the early embryo (Figure 6). We found strong *ngn-1p*::*GFP* expression in the ABpra/p cells (arrowheads, Figure 6C), along with weaker expression in ABar descendants (open arrowheads, Figure 6C). However, we also found strong expression in the MSpa/p cells (asterisks, Figure 6C) with weaker expression in MSaa/p (arrows, Figure 6C). The ABar and ABpr founder cells primarily give rise to neurons, consistent with *ngn-1’s* association with CNS-specific tissue enrichment datasets (Sulston *et al.* 1983). Also, *ngn-1* expression in the ABar lineage correlates with its role in defining the MI pharyngeal motor neuron fate (ABaraappaaa) (Nakano *et al.* 2010). *ngn-1*’s role in the MS lineage is not known. However, pharyngeal neurons, muscles and accessory gland cells are derived from the MS lineage, suggesting that *ngn-1* may have roles beyond the control of nervous system development.

**Figure 6:**
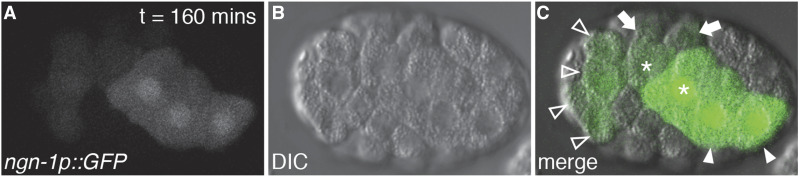
*ngn-1p*::*GFP* is expressed in AB and MS lineages during early embryogenesis. (A) *ngn-1-GFP* expression pattern 160 min post-first cell division. (B) Parallel DIC image. (C) Panel merge. Arrowheads, ABpra/p cells; asterisks, MSpa/p cells; arrows, MSaa/p cells; open arrowheads, ABar descendants.

### ngn-1 regulates expression of the paired-Like homeodomain transcription factor unc-42

To validate transcriptional targets downstream of *ngn-1*, we selected two transcription factor genes for further analysis, *unc-42* and *hlh-34*. Both genes are significantly down-regulated in the *ngn-1* transcriptome, suggesting that *ngn-1* has a role in activating their transcription.

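*unc-42* and *hlh-34* differ in how much transcript whole embryos hold. *unc-42* had 94.1, 91.6, 59.1 and 93.9 TPM in wild-type replicates 1 to 4 and 62.2, 42.6, 57.8 and 63.6 TPM in mutant replicates 1 to 4. Wild-type replicate 3, the wild-type library with few muscle transcripts, was the only wild-type value inside the mutant range. *hlh-34* was near the limit of detection, at 2.31 ± 0.426 TPM in wild type and 0.395 ± 0.230 TPM in the mutants (n = 4 per genotype), and its mutant and wild-type values did not overlap. Both genes were lower at an unadjusted p of 0.05 or lower, and neither passed over all genes.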

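*fax-1* was at 14.5 ± 1.90 TPM in wild type and 9.89 ± 2.18 TPM in the mutants (n = 4 per genotype; log2 fold change -0.56, SE 0.21, adjusted p = 0.965 over all genes). *glr-1* was at 7.49 ± 3.49 and 6.85 ± 3.10 TPM (-0.10, SE 0.51, adjusted p = 1.00), with a spread within each genotype several times its difference between them.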

The paired-like homeodomain transcription factor *unc-42* is orthologous to several mammalian genes including human Prop1 (Correa *et al.* 2019). *unc-42* positively regulates transcription of multiple genes including nuclear receptor 2E *fax-1*, which is also significantly down-regulated in our transcriptome (*P* = 0.009), and the glutamate receptor *glr-1* (Brockie *et al.* 2001; Wightman *et al.* 2005; Serrano-Saiz *et al.* 2013). Additionally, systems-level analyses of transcription factors suggest that *unc-42* may also act as a transcriptional repressor (Fuxman Bass *et al.* 2016). *unc-42* expression is significantly down-regulated in the *ngn-1* transcriptome (*P* = 0.006), suggesting that NGN-1 is required to activate transcription of this gene.

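For *unc-42*, means were 84.7 ± 17.1 TPM in wild type and 56.6 ± 9.602 TPM in the mutants (n = 4 per genotype), a log2 fold change of -0.57 (SE 0.19, limma adjusted p = 0.782 over all genes). In mutant replicate 2 *unc-42* was lowest of all, at 42.6 TPM, beside few transcripts of muscle genes such as *act-4*.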

To validate our *unc-42* transcriptome result, we crossed an *unc-42p*::*GFP* transgene (Hope *et al.* 2004) into the *ngn-1**(**ok2200**)* mutant background and imaged L1 (first larval stage) larva via confocal microscopy. Wild type worms had an average of 13 *unc-42p*::*GFP* expressing head neurons (Figure 7A - C). When *unc-42p*::*GFP* expression was imaged in the *ngn-1**(**ok2200**)* background, GFP expression was significantly lower (*P* < 0.05) and restricted to less than 10 cells (Figure 7D – G). Figures 7E’ and 7F’ show the same images as Figure 7E and 7F but with the contrast enhanced to make the cells more visible. We conclude that NGN-1 has two roles in controlling *unc-42* expression. First, it controls the number of cells that express *unc-42*. Second, it controls *unc-42* expression levels by up-regulating *unc-42* transcription within those cells. Whether *ngn-1* is required for the actual fate specification of *unc-42*-positive cells is not known.

**Figure 7:**
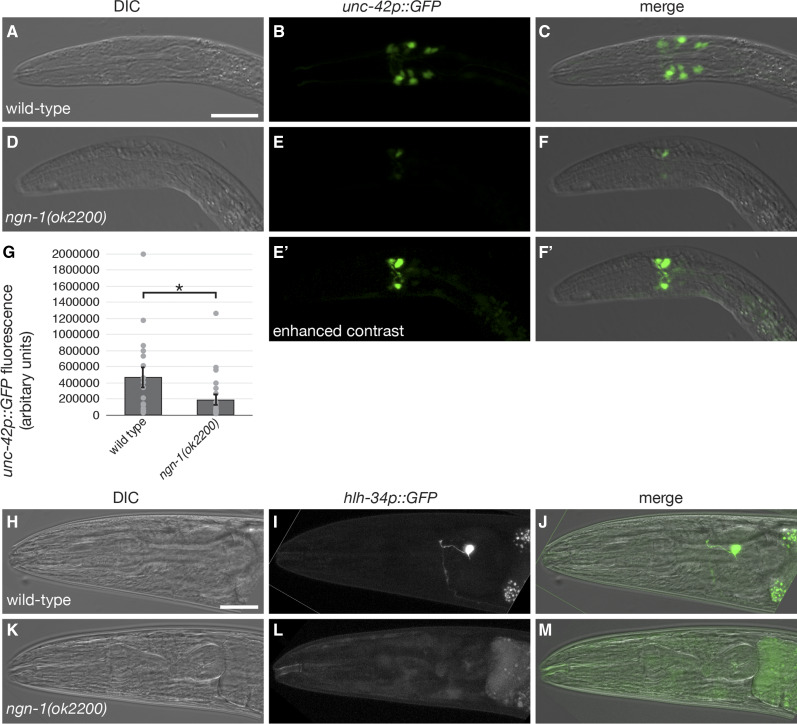
*unc-42* and *hlh-34* reporter gene expression is reduced or eliminated in *ngn-1**(**ok2200**)* mutants. (A – C) *unc-42p*::*GFP* expression in wild type and (D – F) *ngn-1* mutant L1 larvae. E’ and F’ show the same images as E and F but with contrast enhanced to show the number of cells expressing GFP. (G) Quantitative analysis of *unc-42p*::*GFP* expression in wild type and *ngn-1**(**ok2200**)* mutants (* *P* < 0.05, student’s *t*-test). Error bars show standard error of the mean and gray circles show individual data points. (H – J) *hlh-34p*::*GFP* expression in wild type and (K – M) *ngn-1* mutant young adults. Scale bar in panels A and H = 20 μm.

### ngn-1 regulates expression of the bHLH transcription factor hlh-34

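The transcript of *hlh-34* was among the lowest of the transcription factors compared. Its log2 fold change was -2.39 (SE 0.42, n = 4 per genotype), with a limma adjusted p of 0.102 over all genes, so it did not pass although it was the most reduced of the 8 after *ceh-17*. *hlh-34* overlaps *T01D3.3* on the opposite strand of chromosome V, and the reads carry no strand.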

We performed a similar GFP reporter gene analysis on *hlh-34*, which is predicted to code for a basic-helix-loop-helix transcription factor implicated in food-dependent behavioral adaptation via the AVJ interneurons, and is significantly down-regulated in our transcriptome (McKay *et al.* 2004; Grove *et al.* 2009; Lemieux *et al.* 2015). In concurrence with previous work, we confirmed that *hlh-34p*::*GFP* was expressed exclusively in the AVJ interneurons (Figure 7H – J). In *ngn-1**(**ok2200**)* mutants, *hlh-34p*::*GFP* expression was strongly suppressed, with only 5% of animals showing any GFP expression (Figure 7K – M; 19/386 animals scored, *P* < 0.001). To confirm and validate the identity of the *ngn-1**(**ok2200**)*; *hlh-34p*::*GFP* strain, we crossed hermaphrodites with wild type males and scored F1 male progeny for the presence of GFP. All F1 males (anticipated genotype *ngn-1**(**ok2200**)/+*; *hlh-34p*::*GFP/+*) were GFP-positive, confirming that our original strain was indeed homozygous at both the *ngn-1**(**ok2200**)* and *hlh-34p*::*GFP* loci. We conclude that *ngn-1* is almost exclusively required for *hlh-34* transcription during development, but that there is a low-level, partial redundancy in the transcriptional activation of *hlh-34* that can stochastically activate transcription in around 5% of animals.

## Discussion

### ngn-1 has multiple roles in C. elegans development

This study sought to characterize roles for the predicted proneural transcription factor *ngn-1* in neural development and to identify downstream transcriptional targets using candidate gene and comparative transcriptomic approaches. Our data demonstrate roles for *ngn-1* in embryonic epithelial integrity, fate specification, cell body positioning, and overall morphology of multiple neuron classes (Figures 3 and 4). These data expand on previous work that identified a role for *ngn-1* in defining MI pharyngeal motorneuron fate (Nakano *et al.* 2010). The pleiotropic nature of *ngn-1* mutant phenotypes suggests roles for this gene in neuronal cell migration/location and architecture of key neurological structures such as the nerve ring. Surprisingly, we found almost no genetic interactions with known neuroblast migration and axon guidance genes, although the deep penetrance of *ngn-1* axon guidance phenotypes potentially masks any possible relationships (Table 1, Supplementary Figure 2). That being said, the transcriptional changes revealed in our *ngn-1* transcriptome point to a number of avenues that might explain some of the phenotypes observed. First, we identified eight transcription factors whose transcription are either directly or indirectly under NGN-1 control. These data were confirmed for both *unc-42* and *hlh-34*, whose expression is strongly suppressed in *ngn-1* mutants suggesting that NGN-1 is required for their transcriptional activation (Figure 7). By correlation, it is highly likely that *lim-4*, *fax-1*, *lin-11* *ceh-17*, *tlp-1*, and *nhr-23* transcription are also under direct or indirect NGN-1 control, suggesting that NGN-1 controls, in part, a cascade of at least eight downstream transcriptional regulators (Figure 8).

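*ceh-17*, *hlh-34*, *lim-4*, *unc-42*, *fax-1*, *lin-11*, *tlp-1* and *nhr-23* all had lower means in the mutants. Each mean lay below wild type, with a median log2 fold change of -0.57 (n = 4 per genotype; camera adjusted p = 4.3e-17; adjusted p = 0.0790 with an estimated correlation), and *ceh-17* passed over all genes. The paper reports GFP reporters that place *unc-42* and *hlh-34* under *ngn-1* and from the lower transcripts of the other genes proposes that NGN-1 controls a cascade of these regulators. With the level of muscle genes as a covariate, a setting chosen after the data were seen, *ceh-17*, *hlh-34*, *unc-42*, *lim-4* and *fax-1* fell, and *lin-11*, *tlp-1* and *nhr-23* did not pass; without both muscle-poor libraries *ceh-17*, *hlh-34* and *unc-42* fell. The list as a whole was 0.25 to 0.64 above the mean of the 8 libraries in wild type and below it in the mutants, by most in mutant replicate 2 (-0.98). The study selected these 8 genes on these libraries, so their joint shift is not independent evidence.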

**Figure 8:**
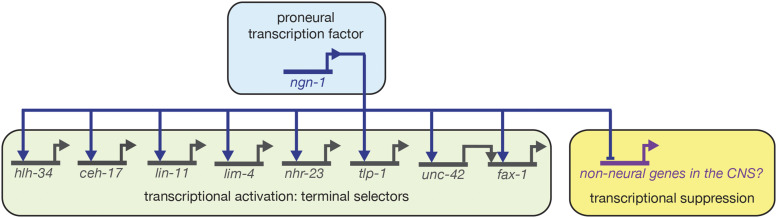
Summary of *ngn-1* transcriptional targets during embryogenesis as identified by RNAseq. While we have illustrated *ngn-1*’s activation of terminal selector transcription factors as direct, it is possible that additional factors act between *ngn-1* and the terminal effectors in this transcriptional cascade. The interaction between *unc-42* and *fax-1* summarizes previous work by Wightman *et al.* (2005).

### NGN-1 has a role in nerve ring assembly

Our *kal-1p*::*GFP* reporter gene data shows that *ngn-1* has a role in directing nerve ring formation (Figure 3). This structure is initiated when SIA and SIB axons, along with the CEPshV glia, cluster together to form a process bundle that pioneers formation of the nerve ring (Kennerdell *et al.* 2009; Rapti *et al.* 2017). Follower neurons enter this track and reinforce its structure, with UNC-6/Netrin expression in CEPshV required for nerve ring axon guidance. *kal-1p*::*GFP* labels at least four cells required for nerve ring formation (SIAVL/R and SIBVL/R), making it a useful reporter for nerve ring structure (Supplemental Figure 2; Supplemental Table 2; Bülow *et al.* 2002). LIM-4 is expressed in a small number of cells including the SIA neurons (Sagasti *et al.* 1999). Our transcriptome data show that *lim-4* expression is controlled, in part, by *ngn-1* (Supplemental Table 3; Figure 8). In addition, SIA neuron identity is strongly correlated with genes down-regulated in our *ngn-1* transcriptome (Figure 5B). 

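*lim-4*, a LIM homeobox gene of the X chromosome, was at 22.9 ± 2.24 TPM in wild type and 15.4 ± 3.21 TPM in the mutants (n = 4 per genotype; log2 fold change -0.59, SE 0.19, limma adjusted p = 0.667 over all genes), without overlap between genotypes. Wild-type replicate 3 had the lowest *lim-4* level of its group, 19.6 TPM.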

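*ceh-17*, on the list of SIA, SMD, RMD and RIC genes, was 1 of the 4 genes that fell over all genes (one-sided Fisher test, Benjamini-Hochberg adjusted p = 0.0516 for the list of 14, which did not pass). At an unadjusted p of 0.05 or lower, *ceh-17*, *tbh-1*, *lim-4*, *unc-42* and another member of the list were among the 151 lower genes, against 0.115 expected, a count added after the data were seen; over the settings tried the adjusted p ran from 2.5e-07 to 0.0516. *ceh-17*, *lim-4* and *unc-42* entered the paper through these same samples, so their part in this count is not independent evidence.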

We speculate that *ngn-1* activation of *lim-4* transcription ultimately controls SIA fate, and/or expression of guidance cues expressed in SIA neurons, which helps establish nerve ring assembly.

### The role of ngn-1 in transcriptional regulatory cascades

In addition to its role in establishing nerve ring architecture, we show that *ngn-1* has roles in AIY interneuron axon guidance. However, NGN-1 likely has broader roles in interneuron specification and axon navigation. As mentioned above, both *unc-42* and *fax-1* transcription are down-regulated in *ngn-1* mutants (Figure 7). 

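With the muscle covariate, chosen after the data were seen, the log2 fold change was -0.61 for *unc-42* and -0.60 for *fax-1*, little changed in size, and both fell. With both muscle-poor libraries left out, also chosen after, *unc-42* fell (-0.61) and *fax-1* (-0.51) did not pass. Wild-type replicate 3 holds the lowest wild-type value of both genes, 59.1 TPM for *unc-42* and 11.66 TPM for *fax-1*.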

Previous work demonstrated that *unc-42* controls *fax-1* expression in some contexts but works in parallel with it in others (Much *et al.* 2000; Wightman *et al.* 2005). *fax-1* is required for expression of the NMDA receptor subunits *nmr-1* and *nmr-2* in the AVA and AVE interneurons, for *opt-3* expression in the AVE neurons, and *flp-1* and *ncs-2* expression in the AVK neurons. This suggests that NGN-1 sets up a regulatory cascade of transcription factors that control aspects of AVA and AVE interneuron fate and function. Also, FAX-1 is expressed throughout the life of the animal, suggesting that it functions as a terminal selector gene to maintain aspects of terminal fate and function in these neuron sub-types (Wightman *et al.* 2005; Hobert 2016). 

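Genes the paper places downstream of *unc-42* and *fax-1* in the AVA, AVE and AVK neurons showed no difference that passed. *nmr-1* was at 0.155 ± 0.140 TPM in wild type and 0.331 ± 0.323 TPM in the mutants (n = 4 per genotype; log2 fold change 0.55, SE 0.74) and *nmr-2* at 0.737 ± 0.524 and 0.401 ± 0.221 TPM (-0.53, SE 0.76), levels too low for a clear answer. The peptide gene *flp-1* was at 23.4 ± 11.67 and 31.5 ± 12.9 TPM (0.51, SE 0.52), and the calcium sensor gene *ncs-2*, far more abundant, at 318 ± 86.4 and 291 ± 71.6 TPM (-0.11, SE 0.26). With *glr-1*, none of these 5 genes passed with limma (each adjusted p = 1.00), and none reached an unadjusted p of 0.05 or lower. As a group their level followed the muscle genes, at -1.34 in wild-type replicate 3 and -1.12 in mutant replicate 2, and 0.01 to 0.71 elsewhere.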

As such, this places NGN-1 close to the head of a neurodevelopmental cascade, activating expression of an intermediate factor followed by a terminal selector, which can subsequently maintain its own expression (Figure 8).

### The role of transcriptional repression in embryonic development

One of the surprising discoveries from our transcriptome study was NGN-1’s extensive role as a transcriptional repressor (Table 3; Supplemental Tables 3 and 4). 

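Accounting for the libraries with few muscle transcripts brings out more genes in both directions, most of them higher. With the muscle covariate 330 genes passed, 290 higher and 40 lower (87.9% higher), and with wild-type replicate 3 and mutant replicate 2 left out 283 passed, 268 higher and 15 lower (94.7% higher); both settings were chosen after the data were seen. In the covariate fit *nlp-34* (log2 fold change 2.47), *grl-21* (4.74), *lys-3* (5.36) and *gst-22* (2.26) rose, and *lad-2* (-0.70) and *haf-6* (-1.63) fell. That fit gave 2013 genes at an unadjusted p of 0.05 or lower, 58.5% of them higher against 78.4% without the covariate.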

Of the almost 500 genes whose transcription is significantly altered in *ngn-1* mutants, over 70% of these were up-regulated, indicating that NGN-1 normally functions to repress such transcription. Single-cell transcriptomics show that NGN-1 is expressed in both the AB and MS lineages at the 16-cell stage (Tintori *et al.* 2016). These data are confirmed by our *ngn-1p*::*GFP* time-lapse imaging (Figure 6). Whether NGN-1 represses the transcription of non-neural genes in neural lineages such as those derived from the AB founder cells, or neural genes in primarily non-neural lineages such as those derived from the MS cells (or a combination of the two) is not known. Work is ongoing to identify early acting GFP reporter genes that can be used to investigate NGN-1 transcriptional activation *vs.* repression at the single cell level during early embryogenesis.

### Transcriptomes as a way to investigate transcription factor function

Transcription factors and gene regulatory networks have been investigated in *C. elegans* using multiple techniques including genetic approaches (both forward and reverse), yeast-1 and 2-hybrid assays, chromatin immunoprecipitation, and protein binding microarrays (Grove *et al.* 2009; Walhout 2011; Gerstein *et al.* 2010; Fuxman-Bass *et al.* 2016; Hobert 2016). While these approaches have significantly illuminated how gene transcription is regulated during development and function, comparative transcriptomes provide a complementary approach to the above. Like forward genetic screens, transcriptomes have the advantage of being unbiased, in as much as they provide whole genome readout of transcriptional changes (Murray *et al.* 2012; Tamayo *et al.* 2013; Tintori *et al.* 2016). In addition, transcript changes identified in transcription factor RNASeq assays can illuminate downstream transcriptional activation *vs.* repression mechanisms. While systems-level approaches offer high-throughput combinatorial data on transcription factor interactions at the DNA and protein level, they are only as complete as the sets of genes or promoters/enhancers under investigation. For instance, NGN-1’s interactions with other bHLH transcription factors has been investigated using yeast-2-hybrid and immunoprecipitation approaches, which identified HLH-2 as the most likely binding partner to NGN-1 (Grove *et al.* 2009; Nakano *et al.* 2010). However, it did not reveal the preferred NGN-1 binding site nor its transcriptional targets. Our transcriptome cuts around this by identifying gene transcription changes in the *ngn-1* mutant background when compared to wild type. While this does not identify whether this is a direct or indirect interaction with a gene’s promoter, it provides a starting point for further investigation. 

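Within each genotype 1 library held more early and fewer late transcripts than the others. Wild-type replicate 3 and mutant replicate 2 were each the closest library to the other (correlation 0.964), and the first principal component, with 44.3% of the variance, placed them at -128 and -80.3 and the other 6 libraries at -11.4 to 75.5. Genes transcribed first in the early embryo, such as *sptf-3*, stood highest in these libraries, at 0.27 and 0.42 on the log2 scale above the mean of all 8 libraries. Between genotypes the early list did not pass (49 genes, median log2 fold change 0.10, camera adjusted p = 0.164), nor did 31 muscle genes (median 0.05, adjusted p = 0.929). With the muscle covariate, chosen after the data were seen, the early list was higher in the mutants (median 0.12, camera adjusted p = 0.00253). Maternal and germline transcripts leaned lower in the mutants (55 genes, median -0.06, camera adjusted p = 0.00612; adjusted p = 0.982 with an estimated correlation), with *gld-1* at 117 ± 21.6 and 97.3 ± 10.7 TPM (n = 4 per genotype; -0.26, SE 0.15) and *mex-5* at 243 ± 36.2 and 211 ± 19.9 TPM (-0.20, SE 0.12); this lean turned direction without wild-type replicate 3. Histone genes did not pass (70 genes, median 0.01, adjusted p = 0.904), *his-37* being at 216 ± 25.6 and 251 ± 10.0 TPM (0.23, SE 0.10).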

Despite our transcriptome being based on RNA harvested from mixed-stage embryos (equating to around 12 hr of development), we were still able to identify over 500 targets whose transcript levels changed significantly. In particular, we identified *hlh-34* as a *ngn-1* target (Figure 7). Although *hlh-34* is only expressed in a single pair of cells (the AVJL/R interneurons), we still had the statistical resolution to identify this *ngn-1* target. 

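*hlh-34* stood on few reads: a mean of 17.3 reads per library over the 8 libraries, from a gene on chromosome V between positions 13705975 and 13707360. Its level in wild-type embryos was a small fraction of that of *unc-42* or *tlp-1*. With quantile normalization *hlh-34* passed over all genes beside *ceh-17*, and it also passed with the muscle covariate and with both muscle-poor libraries left out, settings chosen after the data were seen.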

Overall, this suggests that comparative transcriptomics offer a powerful general approach to identifying transcription factor targets during embryogenesis. Future work will refine our transcriptomics approach by taking this to a single cell or single embryo level to provide tighter analysis of either cell lineage or developmental timing.

How the deposited data were processed for this re-analysis (not part of the article)

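RNA from mixed-stage embryos of wild type (N2) and *ngn-1(ok2200)* was measured in 8 libraries, 4 per genotype, each from its own sample of embryos taken from liquid culture by alkaline hypochlorite. The libraries were made with an unstranded kit and read on a NextSeq instrument as single reads of 150 bases. The authors processed the reads on Galaxy with FastQC 0.11.7, HISAT2 2.1.0, SAMtools 1.4 and 1.6 and StringTie 1.3.3.2, on the WBcel235 (ce11) genome, and tested counts with DESeq2 3.4.1, the version number as the paper gives it. The coverage values deposited by the authors are the mean read depth over each gene's exons or each transcript, as StringTie computed it. The FPKM values were deposited by the authors as StringTie scaled that depth by the number of reads, and the TPM values were deposited by the authors as StringTie scaled the same levels to a fixed sum per library. The headers name an option for stranded reads, whereas the kit is unstranded; genes that overlap another on the opposite strand were therefore marked where they are named. The DESeq2 test on counts was not repeated, because the tables used here hold no counts.

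Gene annotation was Ensembl release tables of the same genome build as the authors' files. Of 47031 genes listed in each table, 43860 had a symbol. Values that shared a gene ID were summed. The depth of each library was worked out from the ratio of FPKM to coverage and lay between 17264278 and 22248271 reads, and protein-coding genes held 96.3 to 97.9% of TPM. *hlh-34*, the least abundant transcription factor of the paper, stood on a mean of 17.3 reads per library, so values below 1 TPM rest on few reads.

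The main comparison was of 4 mutant against 4 wild-type libraries, with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend) on log2 of TPM with 0.1 added, for 18447 genes with TPM of at least 0.1 in at least 4 libraries, and a gene passed at a Benjamini-Hochberg adjusted p under 0.05. Counts at an unadjusted p of 0.05 or lower were kept beside it. Gene lists with at least 3 genes tested, 34 of 36, were compared with camera at its preset correlation between genes of 0.01, again with an estimated correlation, and with fry; membership among genes that passed was tested with a one-sided Fisher exact test, and exon coverage of *ngn-1* with an exact two-sided permutation test, whose lowest possible p with 4 against 4 libraries is 0.0286. Names on the lists that no table matched, 20 in all with *opt-3* among them, were left out. All 35 ways to split the libraries into groups of 4 were run through the same test. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

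The samples, the main test, the gene lists, the rule for naming genes and the first set of alternatives (other pseudocounts, filters, units, scalings, variance models, voom on reads estimated from transcript coverage, replicate number as a block, and each library left out) were fixed before the data were examined. The level of muscle genes as a covariate, the fit without both libraries low in muscle genes, and the enrichment and chromosome counts at an unadjusted p or under that covariate were added after. Genes named are those the paper names in its RNA sequencing results or as targets, the 10 with the lowest p in each direction that passed without overlap between genotypes, and up to 4 members per list with the lowest p.

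The test was tried on simulated data in which 200 genes were given a known change, 50 at each of 4 sizes. With the residuals of the real libraries shuffled, 36, 52, 82 and 88% of genes changed by 1, 2, 3 and 4 on the log2 scale were found, with 0 false calls. With residuals drawn independently 36, 50, 86 and 72% were found, with 8 false calls. Each simulation was run once, and changes below 1 were not simulated. The shuffled residuals were centered within each genotype and many genes changed at once, so the shares found may be too high for the real comparison. The paper's Supplemental Tables 3 and 4, its tissue and gene ontology enrichment and its reporter images were not used here.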

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

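The splits of the calls, the stage comparison by muscle and neuron genes and the comparison of scalings were set before the result was seen; all other tests here were chosen after it, as was the rule that a scaling which moves the median of all genes by less than 0.1 on the log2 scale decides nothing.

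Dixon's ratio of gap to range marked 10 of 142 groups of 4 libraries in which 1 library lay far from the other 3, where 5% would be expected by chance. In wild-type replicate 3 these were *fax-1* (11.66 TPM), *lim-4* (19.6 TPM), *unc-42* (59.1 TPM), *pals-26* (0.378 TPM), *srlf-34* (0.289 TPM) and *cnc-11* (listed at 0). The others were *pals-39* in wild-type replicate 2 (0.124 TPM), *C34F11.8* in wild-type replicate 1 (0.0826 TPM), and *E04F6.8* (7.39 TPM) and *nmr-2* (0.0768 TPM) in mutant replicate 2. Table 2 and the text of the paper do not name 12 of the 24 genes that passed; 11 are higher in the mutants, 9 are listed at 0 in all wild-type libraries, 4 are not protein coding, and none has a mutant mean above 7.07 TPM.

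More genes were higher than lower in the mutants, which could reflect repression by *ngn-1*, chance, a difference in stage between the groups, or scaling. Chance is an unlikely cause of the number of genes that passed: 1 of 35 splits, the true one, gave 24 or more, and the highest other gave 2. The true split always counts, so 1 of 35 is the lowest value this test can give. The splits counted genes that passed and did not test their direction. A stage difference that muscle and neuron genes follow is unlikely to be the whole cause for the genes that passed. Muscle and neuron genes together differed from all genes by a median of 0.0266 on the log2 scale. With the muscle covariate 87.9% of genes that passed were higher. Stages or arrest that muscle and neuron genes do not follow were not tested as a cause. With that covariate the early zygotic list was higher in the mutants (median 0.12, camera adjusted p = 0.00253). The molting and apical matrix list was lower (-0.15, adjusted p = 0.00305). Cuticle collagens (adjusted p = 0.882) and maternal transcripts (adjusted p = 0.0897) did not pass. These values rest on the preset correlation, and a remaining stage difference stays open. The paper reports embryonic lethality and precocious embryo laying in the mutants. For genes at an unadjusted p of 0.05 or lower a stage difference stays open. There the share higher went from 78.4 to 58.5% with that covariate and to 57.5% without wild-type replicate 3. Under median-of-ratios scaling 86.7% of genes that passed were higher, above the 60% set beforehand as evidence against scaling. That scaling moved the median of all genes from 0.01 to 0.02 only, so by the later rule it decides nothing. Sizes argue against scaling for the higher genes that passed and were detected in wild type. Scaling shifts all genes of a library alike, and each of these differed by 2.58 or more on the log2 scale. Another 10 of the 20 higher genes are listed at 0 in all wild-type libraries, so the 0.1 added to TPM sets their size. It also weighs on values near 0. All these genes were picked for passing, so their sizes do not speak for other genes. Under quantile normalization 90.8% of genes that passed were higher. At an unadjusted p scaling stays open, as 65.0% were higher under quantile normalization against 78.4%. Genes raised as a response of arrested or malformed embryos were not separated from genes repressed by *ngn-1*, and the cause was not tested. Genotype and strain coincide in these libraries. Other differences between the strains or their cultures therefore cannot be told apart from loss of *ngn-1*, here or for any other difference between genotypes.

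Wild-type replicate 3 and mutant replicate 2 lay apart from the other 6 libraries, which could come from younger embryos or from sequencing depth. Younger embryos are the explanation the early zygotic genes are consistent with, the lower of the pair being 0.145 above the highest of the other libraries on the log2 scale. The gap on the muscle genes, 0.705, decides nothing, because the pair is known by its low muscle level. Depth is an unlikely cause, as 1 of the pair, mutant replicate 2, lay inside the range of reads of the other libraries. With the muscle level as a covariate, 1 of 35 splits, the true one, reached 330 genes that passed, and the highest other gave 2. The covariate was chosen after the data were seen on the true split, and 1 of 35 is the lowest value possible. Chance is therefore not excluded by this test.

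Epidermal antimicrobial peptide genes had higher means in the mutants, which could be a wound or stress response of malformed embryos, chance, or a difference in stage. Chance cannot be excluded for the median of 1.95 without a covariate, since 3 of 35 splits were as far from 0 (highest other 2.34). With the muscle covariate the median of 1.75 was reached by the true split alone (highest other 1.29), a test added after. Within the pair of muscle-poor libraries the mutant was 2.16 above wild type on the log2 scale, but the pair holds 1 library per genotype and has no spread. Among the other libraries the difference was 1.82. There the mutants lay 1.14 to 1.60 above the mean of all 8 libraries and wild type at -0.77 to -0.21, while their muscle levels overlapped. These values argue against a stage difference that muscle genes follow as the whole cause. A difference in stages that muscle genes do not follow stays open.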

How the results depend on the processing

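Under the settings planned first, 0 of 168 values for the 8 transcription factors, 0 of 733 for Table 2B and none for Table 2A, *ngn-1* among them, changed sign, while the number of genes that passed moved; the log2 fold change of *ngn-1*, listed at 0 in the mutants, followed the pseudocount, from -12.69 to -6.06. The muscle covariate, the fit without both muscle-poor libraries, and the unadjusted and covariate counts of lists and chromosomes were chosen after the result was seen. Of the values for single genes under the settings planned first, 3190 kept their call, 277 became weaker, 64 stronger and 0 reversed. Weaker means that a gene no longer passed, and a gene that passed in neither fit counts as kept. The 24 genes that passed, *ngn-1* included, have 495 values under these settings, so most kept calls are of genes that did not pass. Of the values for lists, 424 kept their call, 40 became weaker, 19 stronger and 5 reversed. The cause was not tested.

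Of 24 genes that passed (83.3% higher, 1 transcription factor of the paper, 9 genes of Table 2B), a pseudocount of 0.01 gave 12 (0 transcription factors, 2 of Table 2B), of 0.5 gave 8 (62.5% higher, 4 of Table 2B) and of 1 gave 7 (57.1%, 4). Without a filter there were 5 (60% higher, 0 transcription factors, 2 of Table 2B), with TPM of at least 1 there were 8 (0 and 4) and with FPKM 14. Quantile normalization gave 76 (2 transcription factors, 28 of Table 2B), eBayes without trend 42 (66.7% higher, 5 of Table 2B), robust eBayes 12 (0 transcription factors, 5 of Table 2B) and voom 41 (4 of Table 2B; it also passed *haf-6*). At an unadjusted p of 0.05 or lower there were 700 (6 transcription factors, 35 of Table 2B). The muscle covariate gave 330 (5 transcription factors, 35 of Table 2B), and both muscle-poor libraries left out 283 (94.7% higher, 3 transcription factors, 35 of Table 2B).

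Leaving out each library in turn gave 3 to 144 genes, 33.3 to 94.4% of them higher, 0 to 1 transcription factors and 1 to 34 genes of Table 2B. The 144 came without mutant replicate 2; without wild-type replicate 3 there were 4 genes, and without any other library 3. The libraries share numbers between genotypes, but after group means are removed those with the same number correlated at 0.171, -0.0784, -0.105 and 0.315, and not every library correlated best with its own number. With a replicate block 3 genes passed (33.3% higher, 0 transcription factors, 1 of Table 2B).

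Gene lists that passed numbered 13 with camera, 2 with an estimated correlation and 4 with fry. Lists that turned direction did so without wild-type replicate 3 (cuticle collagens, adjusted p = 0.0179 within 0.00147 to 0.835 over all libraries left out in turn; FMRFamide-like peptides, 0.253 within 2.8e-05 to 0.652; histones, 0.00524 within 2.7e-04 to 0.949; maternal transcripts, 0.696, the highest from 8.8e-07) and without mutant replicate 2 (muscle, 0.00971, the lowest up to 0.998). Enriched lists numbered 3 among genes that passed, 8 at an unadjusted p of 0.05 or lower and 8 with the muscle covariate; the 3, which are also among each 8, are Table 2A, Table 2B and the 8 transcription factors, all drawn by the study from these samples, and no list chosen otherwise was enriched among the 24 genes that passed, save the SIA and RMD neuron genes, by *ceh-17* alone, against genes with TPM of at least 1 (adjusted p = 0.0469; 0.0516 against all genes tested). Chromosomes with an excess or deficit numbered 0, 4 and 3.

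Splits of the libraries tell which results chance can reach. For the transcription factor that passed (1 of 35 splits; real value 1, highest other 0) and the genes of Table 2B (1 of 35; 9, highest other 0) they cannot tell, because the study chose these genes on the true split. Chance cannot be excluded for the 700 genes at an unadjusted p (12 of 35 splits as many, highest other 5498) nor for the 13 lists (21 of 35, highest other 25). The split with the most genes, wild-type and mutant replicates 1 and 4 against the rest, points to a structure of the samples other than genotype. It parts the libraries by muscle gene level, with a mean log2 level of 6.82 to 7.24 against 5.79 to 6.77.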

Differences from the paper's values

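All comparisons here were set before the result was seen; the settings named are those fixed before the data were examined, unless said otherwise.

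For *unc-42* the paper's p is 0.006 and that of limma here 0.0154, and for *fax-1* the paper's p is 0.009 and that here 0.0249. No other setting fixed before the data were examined brought either to the paper's value. The paper lists *lin-11* and *nhr-23* among genes with significantly lower levels; here the unadjusted p was 0.0515 and 0.0540. *lin-11* came to 0.05 or lower with a pseudocount of 0.01, without a filter, without mutant replicate 4 and with both muscle-poor libraries left out, and *nhr-23* with FPKM; both did with median-of-ratios scaling, quantile normalization, voom, without wild-type replicate 3, without mutant replicate 1, and with the muscle covariate.

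Log2 fold changes were larger here than in Table 2, all with the same sign, and by more than the SD between libraries for 37 of 39 genes; the ratio of here to the paper ran from 1.14 to 8.71 and the rank correlation was 0.392. Both values, the paper's first, were −1.9 and -2.17 for *hex-4*, -1.3 and -2.87 for *ceh-17*, -0.8 and -2.39 for *hlh-34*, 1.6 and 7.36 for *T02H6.12* (listed at 0 in wild type, so that the value here is set by the 0.1 added to TPM), 1.2 and 6.19 for *B0024.4*, 1.2 and 3.86 for *pals-26*, 1.1 and 4.84 for *C30B5.6*, 1.1 and 2.79 for *F13D12.3*, 1.0 and 5.68 for *ZK970.7* (*srlf-34*), 1.0 and 3.35 for *T04F8.8*, and 1.0 and 3.33 for *Y69H2.3*. The paper's 0.9 stands beside 5.05 for *kreg-1*, 3.80 for *F53A9.6*, 1.42 for *F55H12.4*, 2.41 for *E04F6.8*, 2.58 for *C08F11.7* and 1.65 for *Y58A7A.3*. The paper's 0.8 stands beside 4.07 for *W01F3.2*, 3.75 for *F16B4.4*, 4.81 for *pals-39*, 5.66 for *Y47H10A.5*, 3.52 for *F53A9.7*, 2.82 for *T14G8.4*, 3.72 for *ptr-8*, 1.86 for *pals-27*, 2.07 for *tyr-6* and 2.60 for *nlp-34*. The paper's 0.7 stands beside 4.52 for *nspe-7*, 3.59 for *pals-37*, 6.09 for *F25H5.8*, 3.91 for *C49G7.10*, 5.00 for *cnc-11*, 5.27 for *nlp-27*, 2.64 for *cyp-32A1*, 3.24 for *col-42*, 3.12 for *cnc-6* and 2.46 for *C10C5.2*. Settings under which the values do not differ were found for *hlh-34*, *T14G8.4*, *pals-37* and *C10C5.2* (pseudocount 1), *tyr-6* (pseudocount 1; without mutant replicate 4), *F55H12.4* (without wild-type replicate 3; without mutant replicate 1) and *Y58A7A.3* (pseudocounts 0.5 and 1; quantile normalization; without mutant replicate 4), and for the other genes none. The fold of *ngn-1*, listed at 0 in all mutants, was not compared. Mean read numbers over the 8 libraries, worked out from the deposited coverage, were 0.961 to 1.02 times the paper's base means for the 40 genes. The 2 sources thus differ in the fold changes and hardly in the mean reads. The fold changes are unlike measures. The paper's come from DESeq2 on counts, and those here are differences of mean log2 TPM with 0.1 added. Their sizes are therefore not directly comparable. The cause was not tested.

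The paper finds excretory, intestine and epithelial terms enriched among its higher genes with a web annotation; the excretory, intestine and epidermis differentiation lists used here, a different annotation, held 0 genes at an unadjusted p of 0.05 or lower, whereas epidermal antimicrobial peptides held 19 higher genes against 1.10 expected and intestinal pathogen response genes 17 against 5.18 expected, counts added after the data were seen. All 40 genes of Table 2 have an adjusted p of 0.00086 or lower in the paper, by DESeq2 on counts. Of these, 12 passed over all genes here with limma. All 35 of Table 2B did with the muscle covariate, a setting chosen after the data were seen.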

Other observations

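The counts of chromosomes at an unadjusted p and with the muscle covariate were tests chosen after the result was seen; the list tests were planned before.

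Single genes of other known families had higher means without passing. The astacin protease gene *nas-10* was at 0.0677 ± 0.135 TPM in wild type and 2.67 ± 1.66 TPM in the mutants (n = 4 per genotype; log2 fold change 4.00, SE 0.72, limma adjusted p = 0.106), within a list of 28 with a median of 0.25 (camera adjusted p = 0.109). *cyp-36A1*, a cytochrome P450 gene, was at 0.282 ± 0.208 and 2.50 ± 1.18 TPM (2.87, SE 0.66, adjusted p = 0.277) and *gst-22* at 2.07 ± 1.05 and 10.6 ± 4.51 TPM (2.38, SE 0.56, adjusted p = 0.287), whereas the 156 detoxification genes together did not pass (median 0.00, adjusted p = 0.695). Ribosomal protein genes had lower means in 75 of 77 cases by a small amount (median -0.12, camera adjusted p = 1.0e-09; adjusted p = 0.982 with an estimated correlation), among them *rps-2* at 852 ± 74.5 and 714 ± 275 TPM (-0.34, SE 0.26). Heat shock genes leaned lower (16 genes, median -0.20, camera adjusted p = 0.0472; adjusted p = 0.982 with an estimated correlation), with *hsp-16.41* at 413, 396 and 340 TPM in wild-type replicates 1 and 2 and mutant replicate 1 and at 86.4 to 156 TPM in the other libraries.

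Genes at an unadjusted p of 0.05 or lower, and genes that passed with the muscle covariate, were more frequent than expected on chromosome V. Both sets were less frequent on chromosomes I and III. As many genes as in the first set were reached by 12 of 35 splits of the libraries. The Fisher test takes genes as independent, and the splits were not run for chromosomes, so chance stays open. At an unadjusted p of 0.05 or lower 228 genes lay on chromosome V, against 138 expected (200 higher), and with the muscle covariate the excess over the 65.3 genes expected was of the same direction (Fisher exact test, Benjamini-Hochberg adjusted p = 7.0e-10). In the same settings there were deficits on chromosome I (75 genes, adjusted p = 0.00194, and 27 against 49.5 expected) and chromosome III (62 against 98.6 expected and 24 against 46.5 expected), and at an unadjusted p on chromosome II (97 genes, adjusted p = 0.0317). Chromosome IV, which holds *ngn-1*, was not enriched at either setting (141 against 135 expected and 59 against 63.8 expected), nor did any chromosome pass among the 24 genes that passed.

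Axon guidance and neuron genes that the paper tests with *ngn-1* in other ways did not pass. The genes of Table 1 had log2 fold changes of -0.08 for *cnd-1*, 0.02 for *daf-18*, 0.11 for *efn-4*, 0.05 for *mab-20*, -0.01 for *sax-3*, -0.04 for *sdn-1* and -0.02 for *vab-1*, and none passed. *ttx-3*, the homeobox gene of the AIY neurons, was at 6.58 ± 1.83 TPM in wild type and 5.61 ± 1.01 TPM in the mutants (-0.20, SE 0.27), and 12 genes of the AIY battery had a median of 0.06 (camera adjusted p = 0.695). *smf-3*, the neighbor of *ngn-1* beyond the deletion, was at 1.39 ± 0.956 and 0.842 ± 0.547 TPM (-0.51, SE 0.75). Chitinase-like genes had a median of -0.12 (12 genes, adjusted p = 0.845) and major sperm protein genes of -0.45 (3 genes, adjusted p = 0.184). Genes that are abundant in other libraries can also be listed at 0: *D2005.1* was at 0 in 4 libraries and at up to 104.6 TPM in the rest.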
